# Ethylene-induced transcriptional and hormonal responses at the onset of sugarcane ripening

**DOI:** 10.1038/srep43364

**Published:** 2017-03-07

**Authors:** Camila P. Cunha, Guilherme G. Roberto, Renato Vicentini, Carolina G. Lembke, Glaucia M. Souza, Rafael V. Ribeiro, Eduardo C. Machado, Ana M. M. A. Lagôa, Marcelo Menossi

## Abstract

The effects of ethephon as a sugarcane ripener are attributed to ethylene. However, the role of this phytohormone at the molecular level is unknown. We performed a transcriptome analysis combined with the evaluation of sucrose metabolism and hormone profiling of sugarcane plants sprayed with ethephon or aminoethoxyvinylglycine (AVG), an ethylene inhibitor, at the onset of ripening. The differential response between ethephon and AVG on sucrose level and sucrose synthase activity in internodes indicates ethylene as a potential regulator of sink strength. The correlation between hormone levels and transcriptional changes suggests ethylene as a trigger of multiple hormone signal cascades, with approximately 18% of differentially expressed genes involved in hormone biosynthesis, metabolism, signalling, and response. A defence response elicited in leaves favoured salicylic acid over the ethylene/jasmonic acid pathway, while the upper internode was prone to respond to ethylene with strong stimuli on ethylene biosynthesis and signalling genes. Besides, ethylene acted synergistically with abscisic acid, another ripening factor, and antagonistically with gibberellin and auxin. We identified potential ethylene target genes and characterized the hormonal status during ripening, providing insights into the action of ethylene at the site of sucrose accumulation. A molecular model of ethylene interplay with other hormones is proposed.

Sugarcane (*Saccharum* spp.) is a monocot adapted to tropical and subtropical conditions with an uncommon ability to store sugars in the culm, where sucrose content may reach 62% of the dry matter^1^. This crop is grown mainly for sugar and ethanol production, but the use of byproducts (i.e., cane tops, bagasse, filter muds, and molasses) for fodder, source of renewable energy, and bioplastics increases its importance worldwide^2^. Cultivated in 106 countries, sugarcane occupies an area of approximately 27 million hectares, with Brazil being the largest producer and responsible for approximately 39% of the world production^3^.

In Brazil, sugarcane is planted when temperature and water availability are adequate for sprouting and initial growth, which happens in late summer and early spring^4^. Until fall, high photosynthetic rates support sucrose translocation to actively growing tissues, where sugars are source of energy and carbon for tillering^4^. The intense vegetative growth fades during the winter, when low temperatures and water deficit trigger maturation^5^. During this phenological phase, sucrose is accumulated in the vacuole of parenchyma cells within internodes^6^. Each internode is a growth independent unit, generating a gradient of sucrose in the culm profile: lower internodes have higher sucrose (mature or ripe), while upper ones have lower sucrose content and are still elongating (immature)^6^. With a leaf attached, internode elongates, develops thicker cell wall, and accumulates sucrose, completing the cycle when leaf sheds^6^. When sucrose concentration in the juice reaches up to 13%, the plant is ready for harvest^5^.

The milling schedule and environmental changes can contribute to a deficient natural ripening, making the use of chemical ripeners crucial. Those chemicals mimic the natural ripening even when environmental conditions are sub-optimal, because they inhibit the growth of the apical meristem and divert the energy allocation to sucrose storing^7^. In fact, the improvement of sugarcane technological quality through chemical management has a positive impact on the profits of the cane-based industry^7^. Ethephon, an ethylene releasing compound, was the first growth regulator (early 1960s) used for crop management and post-harvest quality in a wide range of agricultural, horticultural and forestry species^8^. The effects of ethephon are attributed to the phytohormone ethylene^8^. Endogenous ethylene biosynthesis is stimulated and depend on the effective absorption of the chemical, foliar spray coverage, hormone sensitivity, stress status, and environmental conditions^8^. The application of ethephon in sugarcane has accelerated ripening, increased the overall sugar yield, inhibited flowering, and extended harvesting and milling seasons^7^,^9^. Other growth regulator is the aminoethoxyvinylglycine (AVG), a potent antagonist of ethylene that interferes with the hormone biosynthesis^10^, representing a powerful tool for ethylene research^10^,^11^. Although extensively used to postpone senescence (especially undesired abscission) in ornamental and fruit species, AVG has never been applied to sugarcane fields.

A better understanding of the regulation of sucrose accumulation, biomass production, and stress tolerance represents major breakthroughs for the sugarcane industry in an era of challenges, such as climate change, water scarcity, and high energy demand. While in other species these physiological processes are regulated by the hormone ethylene^8^, its role in sugarcane is still to be unravelled. Thus, the aim of this study was to investigate ethylene-modulated gene expression in a high sucrose yield and mid-late season maturing sugarcane cultivar through the application of ethephon and AVG at the onset of ripening. A comprehensive transcriptome analysis combined to sucrose metabolism parameters and hormone profiling allowed the identification of target genes and the site of ethylene action, as well as the characterization of potential hormonal crosstalk, providing insights into the role of ethylene in sugarcane ripening. A representative model of ethylene action at the molecular level is also proposed. This study advanced our scientific knowledge on ethylene-driven processes and pointed novel targets for future genome-wide assisted-selection and biotechnology to foster the production of elite cultivars.

## Results and Discussion

### Effect of ethephon and AVG on sucrose metabolism

Ten-month-old sugarcane plants (IACSP95-5000) were sprayed with growth regulators before the onset of ripening: an ethylene-releasing ripener (ethephon), mimicking the standard practices of commercial mills; or an ethylene biosynthesis inhibitor (AVG), hampering putative endogenous ethylene biosynthesis and response. In sugarcane, ethephon stimulates sucrose accumulation in immature internodes accompanied of shoot growth inhibition^7^,^9^. However, to our knowledge, this is the first report about AVG applied at this phenological stage. In sugarcane plantlets grown *in vitro*, AVG antagonized ethephon in promoting tillering and shoot outgrowth^12^, which is a good indication of the opposite effect of both chemicals. Hence, the effect of ethephon and AVG on sugar accumulation was verified through quantification of sucrose and hexose contents on a biomass basis in leaf and culm tissues sampled at the beginning of experimentation (five days after chemical application, DAA) and at harvest (32 DAA) (Fig. 1). Likewise, the activity of key enzymes involved in the regulation of sucrose metabolism was also evaluated to better understand the regulatory role of ethylene on this important process (Fig. 2).

Sucrose and hexose levels on sugarcane leaves were unaltered by growth regulators at both time points (Fig. 1a–d). On the contrary, ethephon-treated canes showed higher sucrose levels in upper and middle internodes (60% more sucrose than mock treatment on average) at harvest, when sucrose:hexose ratio peaked (Fig. 1b,f). Whereas, sucrose content in middle internodes of AVG-treated canes had a 42% reduction when compared to mock treatment (Fig. 1b). Thus, ethephon and AVG were able to modify sugar partitioning in the culm, confirming the efficacy of ethylene in inducing ripening (sucrose storage). The behavior of sucrose metabolizing enzymes was also modulated by chemical spraying (Fig. 2a–h). Enzyme activities were statistically different between chemicals for sucrose-phosphate synthase (SPS, Fig. 2e), sucrose synthase (SuSy, Fig. 2f), and soluble acid invertase (SAI, Fig. 2g) in middle internodes, while neutral invertase (NI) was altered in both leaves and middle internodes (Fig. 2d,h). When considering the interaction between chemicals and time points only NI and SuSy activities showed statistical difference in leaf and middle internode, respectively (Fig. 2d,f).

The magnitude of SPS activity in ethephon-treated internodes (up to 0.03 *μ*mol sucrose g^−1^ FW min^−1^) was low when compared to SuSy (up to 1.33 *μ*mol sucrose g^−1^ FW min^−1^) (Fig. 2e,f). Apparently, SPS activity was reduced by ethephon spraying in relation to mock treatment, while SuSy activity was strongly induced at five DAA in middle internodes. Although, SPS is regarded as a major player in sucrose synthesis in photosynthetic and nonphotosynthetic tissues, with an increased activity towards fully elongated and more mature internodes, its regulation at the protein level by metabolites (e.g., inorganic phosphate) and phosphorylation compromise the enzyme stability and abundance^13^,^14^. SuSy activity shows an opposite behavior of SPS in the culm profile, but its contribution for sucrose synthesis in immature and maturing internodes (from +3 to +9) cannot be underestimated^14^. SuSy has a dual role, catalyzing sucrose synthesis and degradation in a readily reversible reaction, while diverting energy for cell wall formation or ATP-conserving respiration path^15^. The involvement of SuSy in stimulating sink strength has also been speculated for sugarcane as observed in sugar beet root and potato tuber^15^,^16^,^17^. In addition to SuSy, invertases also cleave sucrose, which in parallel with SPS, fine-tune sucrose accumulation through the futile cycle activated whatever internode physiological age (from sucrose mobilising internodes to rapidly storing ones)^18^. Actually, a huge percentage of sucrose (>70%) is hydrolysed prior to storage^6^. SAI activity seemed to be lower than mock treatment in internodes of ethephon-treated canes at five DAA and of AVG-treated canes at both time points (Fig. 2g). On the contrary, NI activity was stimulated in internodes of ethephon-treated canes at both time points (Fig. 2h). There is plenty evidence of SAI activity correlating negatively with internode elongation, however the role of NI is controversial and may be implicated in the control of sucrose flux from vascular to storage tissues in mature internodes^6^,^19^,^20^.

In fact, sucrose storage increases after internodal development, which explains the shoot growth inhibition commonly elicited by chemical ripeners in sugarcane^6^,^7^,^9^. Therefore, low SAI and high SuSy and NI activities just upon ethephon spraying may hasten internode elongation, contributing for the anticipation of sucrose accumulation as described by Fong Chong *et al*.^9^. The modification of enzymatic activity immediately after ethephon application may have a long-lasting effect, culminating in higher sucrose content within internodes at harvest. On the other hand, enzymatic changes detected at harvest may not have a significant contribution to the overall process. We recently found out that IACSP95-5000 accumulated higher sucrose level in culm due to ethephon spraying, even with photosynthesis impaired by drought^21^. This suggests that sink strength modulation, rather than the source activity, is the major ethephon-induced response contributing to sucrose storage. Besides, the differential response of ethephon and AVG to sucrose accumulation and SuSy activity strengthen the ethylene role in sugarcane ripening and should be further investigated.

### Overview of ethylene-induced changes in transcriptome

We performed a transcriptome analysis using tissues from the leaf and the upper internode of plants sprayed with ethephon and AVG at one and five DAA, when the decomposition of ethephon and accumulation of ethylene are pronounced^22^. 

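Total RNA of 12 pools was compared on 24 two-colour arrays, where each array carried a pool of treated plants and a pool of mock-treated plants in different dyes. A pool held RNA of 3 plants of 1 tissue, chemical and day, sprayed with ethephon, AVG or mock. The 12 comparisons were ethephon or AVG at 1 DAA over mock of 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA, in the leaf and in the upper internode. Each comparison had 2 arrays with the dyes exchanged, which are technical arrays of the same pools, so a comparison had 1 biological replicate and the SD given beside its ratios is the spread between 2 technical arrays. The array held 45220 spots, of which 43803 belonged to 21902 probes (14522 sense and 7380 antisense, all but 1 in duplicate) and 1417 were controls. The authors scanned the slides and extracted the spots with Agilent Feature Extraction 9.5.3.1, which subtracted the background, corrected spatial trends and normalized the dyes by linear and LOWESS steps within each array. They deposited the scanner files with these intensities and log10 ratios, and a series table of log2 ratios for 2183 sense and 59 antisense probes. The log10 ratios of the scanner files were used, multiplied to the log2 scale and averaged over unflagged duplicate spots. The sample labels name the same dye for both channels of an array, and the series table exchanges the 2 arrays in 4 of the comparisons, so the direction of each array was settled with the paper's own tables. For every array the absolute Spearman correlation with the ratios of Table S1 was between 0.964 and 0.990, and between 92.6% and 100% of the ratios listed in Table S3 were equal within 0.02 on the log2 scale. The copy of Table S1 that was read holds 1998 of its SAS, so no overlap with that table was computed. Because the direction came from these tables, an equal sign in the paper and in the values given here is not independent evidence. The labels describe the leaf sampled and the cultivar in slightly different words from the paper, and the paper's description was kept. Sense spots well above background in at least 1 channel made up between 71.8% and 84.4% of an array (median 77.8%), and the median signal over background was between 2.91 and 7.69 in the green channel and between 1.35 and 1.82 in the red channel.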

Equimolar-pooled samples of RNA extracted from three biological replicates (each representing an individual plant) were labelled with either cyanine-3 or cyanine-5 dyes. Co-hybridization of chemical-treated samples with mock samples as reference (one or five DAA chemical treated-sample against one DAA mock sample; and five DAA chemical treated-sample against five DAA mock sample) was performed to monitor gene expression changes in a two-colour Agilent custom microarray, using a dye-swap design (Fig. S1). 

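The 24 arrays lay on 7 slides of up to 4 arrays each and were scanned on 4 days. Between 0.457% and 1.43% of the probe spots of an array were flagged as non-uniform or as outliers. The median log2 processed signal was between 9.22 and 10.27 in the red channel and between 9.22 and 10.27 in the green channel. For the 10 spike-in probes, with 32 spots each, the slope of measured on designed log2 ratios was between 0.783 and 0.834, so designed ratios were measured at a smaller size, and their correlation was between 0.973 and 0.990. The spike-in intercept, which would be 0 if equal amounts had been added to both pools, was -1.61 for AVG at 5 DAA over mock of 5 DAA in the upper internode, and in the other comparisons of that tissue it was between -0.14 and 0.55. A dye effect common to the 12 arrays of a tissue remained after LOWESS, with an SD across probes of 0.20 in the leaf and 0.19 in the upper internode on the log2 scale. It exceeded 0.58 for 241 sense probes in the leaf and for 193 in the upper internode.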

The twelve chips used in this analysis showed homogeneous distribution of probe intensities, adequate performance of spike-in controls and no significant residual bias associated with dyes (data not shown).

The modified HTself method, with a confidence level of 90% and with the intensity ratio values of replicated probes in the pairwise comparisons consistently assigned outside the credibility interval thresholds (>70%), enabled the classification of genes as differentially expressed (DE)^23^. 

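The ratio intervals of the paper's HTself method come from hybridizations of a sample with itself, which were not used here, so a rule of size took their place. A sense probe was called changed in a comparison when at least 70% of its unflagged spots on both arrays, and no fewer than 3 spots, had a log2 ratio of at least 1 in the same direction with a signal well above background in at least 1 channel, and the means of both arrays had the same sign. The rule gives no p-value. On simulated spots with the technical error of these arrays, it called 34.3% of probes with a true log2 change of 1, 89.8% of those with 1.5 and 98.6% of those with 2, over 12549 probes. With no change put in, it called 64.7 probes per comparison on average. That simulation takes the dye effect as random error. With the dye effect put in as measured, opposite in sign on both arrays of a comparison, a simulation added after the counts were seen gave 38.2 calls per comparison with no change put in and recovered 25.3% of true changes of 1 and 98.7% of those of 2. On the arrays themselves, also after the counts were seen, the dye effect common to the other comparisons of the tissue was removed and the sign of 1 of the 2 arrays was turned around. This leaves noise and any dye effect particular to a comparison. Over all 12 comparisons together 60 calls were made, against 4048 with the effect removed and no array turned (1.48%). Of the 60, 30 were for ethephon at 5 DAA over mock of 1 DAA in the upper internode. With no change put in, both simulations thus gave more calls per comparison than the arrays did in this form, and the reason was not tested.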

Among 14,522 Sugarcane Assembled Sequences (SAS) in the array, 2,183 were DE in at least one of the conditions analysed (only sense probes were evaluated) (Table S1), with 394 DE SAS identified on average per array. 

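By the rule of size, 1901 of the 14522 sense probes changed in at least 1 comparison, with 321 on average per comparison. In the leaf, the number of changed probes was 382 with ethephon and 606 with AVG at 1 DAA, 477 and 354 at 5 DAA over mock of 1 DAA, and 144 and 108 at 5 DAA over mock of 5 DAA. In the upper internode these numbers were 341 and 200, 399 and 208, and 374 and 254. Pearson's r of the log2 ratios of the 2 arrays, taken across probes, which are not independent replicates, was lowest for AVG in the leaf at 5 DAA over mock of 5 DAA (0.282) and highest for AVG in the leaf at 1 DAA (0.722). With 1 array alone, the number rose to between 224 and 266 for ethephon and to between 203 and 208 for AVG in the leaf at 5 DAA over mock of 5 DAA, and to 558 or 725 for ethephon in the upper internode at 5 DAA over mock of 1 DAA. The alternative that moved the totals most was an interval of technical noise in place of the fixed threshold, under which 9570 probes changed in at least 1 comparison.

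**Figure D1:**
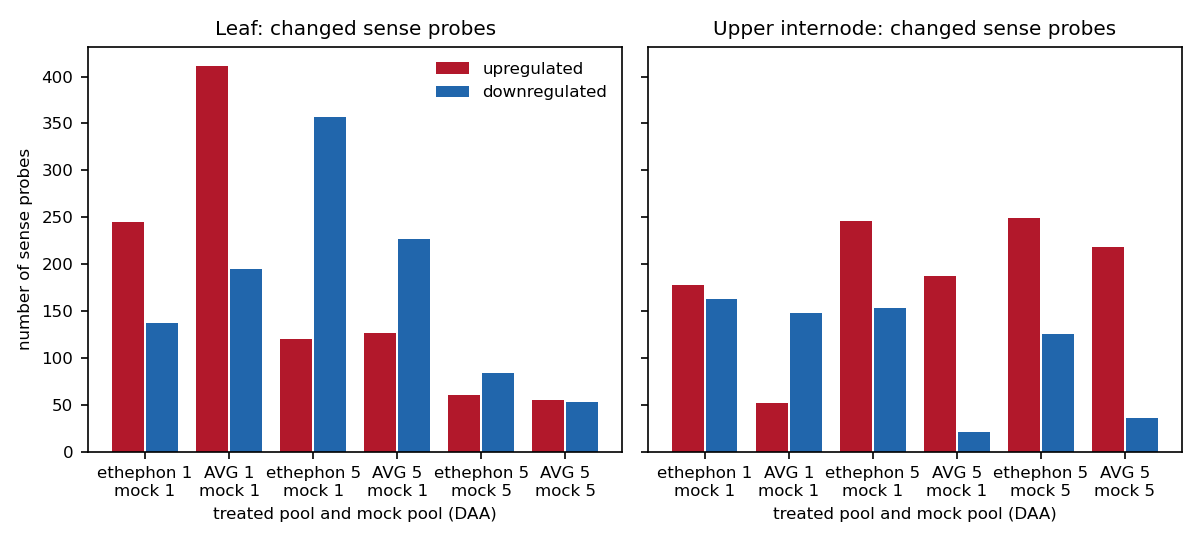
Number of changed sense probes by comparison in the leaf (left) and in the upper internode (right), split by direction. With AVG in the upper internode at 5 DAA over mock of 5 DAA, 218 rose and 36 fell.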

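Over mock of 1 DAA, counting both days, 1142 sense probes changed with ethephon or AVG in the leaf, and 710 of them (62.2%, 95% Wilson interval 59.3 to 64.9) changed with only 1 of the chemicals by the rule of size. Among upper internode probes, 632 of 824 did so (76.7%, 73.7 to 79.5). Over mock of 5 DAA, the share was 178 of 215 in the leaf (82.8%, 77.2 to 87.2) and 458 of 543 in the upper internode (84.3%, 81.0 to 87.2). The intervals cover counting error only, since probes are not independent. Both chemicals were compared with the same mock pool. A simulation of unchanged pools with the spread of these arrays and a mock pool in common, added after the counts were seen, gave 73.5% in the leaf over mock of 1 DAA and 72.4% and 80.9% in the upper internode over mock of 1 and 5 DAA. Its pool-to-pool spread was taken from the measured ratios of the tissue, so effects of chemical and day entered it as spread. With that spread it called 1086 probes in the leaf over mock of 1 DAA, against 1133 on the arrays. The simulation thus shows what a mock pool in common gives at this spread, not what pools without any effect give. For the leaf over mock of 5 DAA it gives no usable value, since it called 697 probes with either chemical, against 212 on the arrays over the same probes. A probe assigned to 1 chemical could still move with the other. In the leaf over mock of 1 DAA, changes called for ethephon alone had the same sign with AVG in 91.0% of cases, and those called for AVG alone had the same sign with ethephon in 93.0%. The corresponding shares were 81.1% and 81.7% in the leaf over mock of 5 DAA, and 78.6% and 71.1%, then 77.3% and 68.0%, in the upper internode. The simulated unchanged pools gave 72.2% in the leaf over mock of 1 DAA and 69.2% and 71.2% in the upper internode. Among probes called with both chemicals on the same day over the same mock, 189 changed in the same direction and 0 in opposite directions in the leaf at 1 DAA, 36 and 1 in the leaf at 5 DAA, 81 and 8 in the upper internode at 1 DAA, and 80 and 5 at 5 DAA. A mock pool in common can make calls go the same way without a common response. The simulated pools, whose spread holds any effects, gave 113 and 10.6 in the leaf over mock of 1 DAA. In the upper internode they gave 100 and 10.6, then 101 and 11.4, over mock of 1 and 5 DAA. The interval of technical noise moved these shares most, to 35.1% in the leaf over mock of 1 DAA.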

The majority of DE SAS were uniquely assigned to either ethephon or AVG (approximately 75%), demonstrating that plants exhibited a distinct expression pattern in response to chemicals and time points (Fig. 3a). Additionally, the distribution of log_2_ ratios from each sample, inferred by density plots (Fig. 3b), showed a good agreement between the expression pattern of five-DAA chemical-treated samples using either one DAA or five DAA mock-treated sample as reference (red lines). 

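The paired comparisons of a 5 DAA pool with both references share the treated pool and differ in the mock pool. The SD of the log2 ratios across sense probes, a measure of the width of their distribution, was 0.51 over mock of 1 DAA and 0.35 over mock of 5 DAA for ethephon in the leaf and 0.50 and 0.34 for AVG, and in the upper internode 0.51 and 0.49 for ethephon and 0.38 and 0.43 for AVG. Probe by probe, Pearson's r between the ratios over mock of 1 DAA and over mock of 5 DAA was 0.185 for ethephon and 0.123 for AVG in the leaf, and 0.696 for ethephon and 0.450 for AVG in the upper internode. Unchanged pools simulated with the technical and pool-to-pool spread of these arrays, sharing only the treated pool, gave 0.361 (0.333 to 0.407) in the leaf and 0.344 (0.286 to 0.374) in the upper internode. The pool-to-pool spread was taken from the measured ratios, so it holds any effects of chemical and day. A further simulation without technical error, added after the values were seen, gave 0.501 and 0.500, and one with the spread scaled to each pair, also added after, gave 0.315 and 0.317 for ethephon and AVG in the leaf and 0.324 and 0.334 in the upper internode. The difference between the mock pools of 5 and 1 DAA can be computed from the ethephon arrays and, separately, from the AVG arrays. The 2 estimates correlated at 0.823 in the leaf and 0.542 in the upper internode, and both were at least 1 in size in the same direction for 570 probes in the leaf (139 higher and 431 lower at 5 DAA) and for 155 in the upper internode. Of the changes called in the leaf at 5 DAA over mock of 1 DAA, 8.00% with ethephon and 11.9% with AVG were also called over mock of 5 DAA. For the upper internode, 48.7% and 47.6% were. Leaving out LOWESS moved the correlation for AVG in the leaf to 0.0704, and with 1 array alone it was between 0.213 and 0.249.

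**Figure D2:**
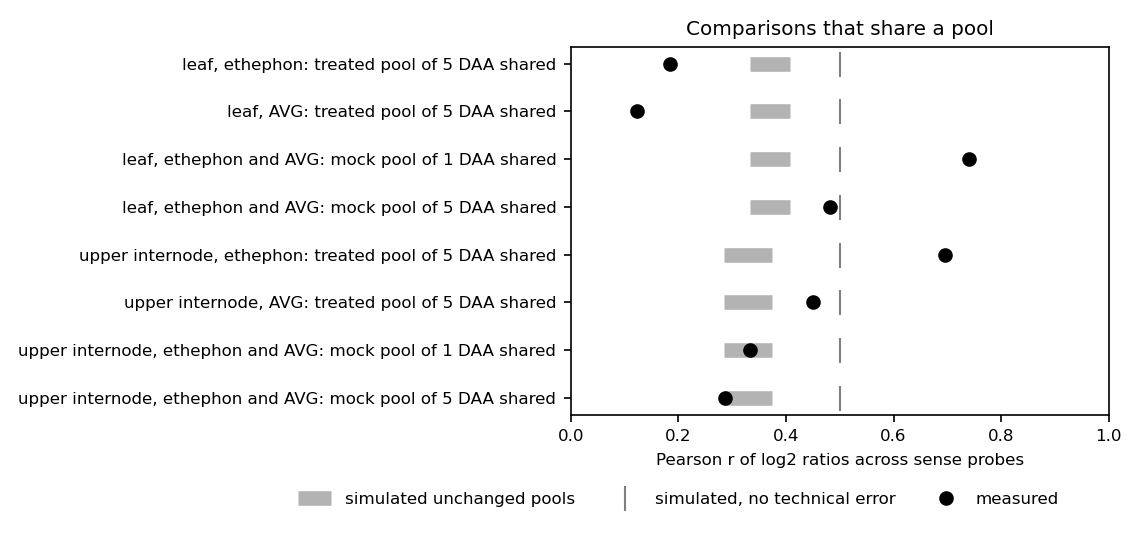
Pearson's r across sense probes for pairs of comparisons that share a pool (points), beside the range from simulated unchanged pools (grey bars) and the value simulated without technical error (vertical marks). Pairs with a treated pool in common lie below the grey bars in the leaf and above them in the upper internode. Pairs with a mock pool in common lie above the bars in the leaf and within them in the upper internode.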

The number of upregulated SAS in leaves was higher for both chemicals at one DAA (60% more upregulated than downregulated SAS on average), while upper internode samples showed more upregulated SAS at five DAA (190% more upregulated than downregulated SAS on average), with higher expression values (log_2_ ratio > 5, long right tail) for ethephon-treated samples. 

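In the leaf at 1 DAA, 245 sense probes rose and 137 fell with ethephon (78.8% more rises) and 411 rose and 195 fell with AVG (111% more). Counted together, rises exceeded falls by 97.6%. On 1 array alone the excess was 80.1% or 45.2%, and with the background correction and loess of limma in place of the authors' steps it was 176%. In the upper internode at 5 DAA, over mock of 1 and of 5 DAA, 246 and 249 probes rose and 153 and 125 fell with ethephon, while 187 and 218 rose and 21 and 36 fell with AVG. Counted together, rises exceeded falls by 169%, and by 172% or 45.2% on 1 array alone. Counts were added before the percent was taken, a form chosen after the percents of single comparisons had been seen, which were 60.8% and 99.2% for ethephon and 790% and 506% for AVG. The other comparisons had 120 rises and 357 falls (ethephon) and 127 and 227 (AVG) in the leaf at 5 DAA over mock of 1 DAA, 60 and 84 (ethephon) and 55 and 53 (AVG) in the leaf over mock of 5 DAA, and 178 and 163 (ethephon) and 52 and 148 (AVG) in the upper internode at 1 DAA. The share of rises among changed probes moved by over 10 points in 9 of 12 comparisons under the interval of technical noise, among them AVG and ethephon in the upper internode at 5 DAA over mock of 5 DAA (85.8% to 50.2% and 66.6% to 46.2%) and ethephon in the leaf at 5 DAA over mock of 1 DAA (25.2% to 49.9%), and the excess of rises came to 3.54% in the upper internode at 5 DAA and 7.36% in the leaf at 1 DAA. That interval calls many more probes, and whether the centring of the ratios on each array draws its split towards even was not tested. The share moved as far in 4 comparisons with a threshold of 0.58, where the excess was 54.3% and 35.3%, in 3 under the limma background correction and loess, where the upper internode excess was 337%, and in 1 each with the series table and with both channels above background. Without replicate 2 it moved as far in 3, AVG in the leaf at 1 DAA (to 57.4%), AVG in the upper internode at 5 DAA over mock of 5 DAA (to 72.7%) and ethephon in the upper internode at 5 DAA over mock of 1 DAA (to 40.0%). In the last the direction reversed, to 290 rises and 435 falls. It also reversed for ethephon in the upper internode at 1 DAA, to 202 and 262. At 1 DAA it reversed there too with both channels above background (126 and 145) and with no background filter (194 and 203). The same held with the mean of 2 arrays (236 and 249), the threshold of 0.58 (438 and 440) and the interval of technical noise (1124 and 1201). Scan day as a block gave 191 of each, and rises stayed ahead in the other settings. Log2 ratios over 5 among changed probes were found for 1, 1 and 4 probes with ethephon in the upper internode at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA, for 4 probes with AVG in the leaf at 5 DAA over mock of 1 DAA, and for 0 in the remaining comparisons. ACO5, whose mock pool was not well above background, was among them in each of the 3 with ethephon.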

The gene expression of 17 selected genes obtained by qPCR was suitably correlated (Pearson’s r = 0.6, p-value < 0.002, Spearman’s rank = 0.6, p-value < 0.0001) with those obtained by microarray since the validation was done in a different experimental plot, attesting to the reliability of the data produced (Fig. S2).

### Homology with model species and functional enrichment analyses

The putative function of each DE SAS in our study was assigned through orthology with sorghum or rice genes using the data released by Vicentini *et al*.^24^. Among the 2,183 DE SAS, 2,055 were orthologous to sorghum (*Sorghum bicolor*) and 23 were orthologous exclusively to rice (*Oryza sativa*) genes (Table S1). Only 105 SAS were sugarcane-specific, lacking orthology with those grass-related species. We chose to input sorghum and rice coding sequences (complete genome sequence available) in Mercator^25^ to identify homologous genes in the Arabidopsis (*Arabidopsis thaliana*) genome (best hit). A total of 1,906 sequences were assigned to 1,602 unique Arabidopsis Genome Initiative locus identifier (AGI), with 173 monocot-specific sequences (no hits). Hence, we restricted our analysis to conserved genes between monocots and eudicots. We utilized the MapMan ontology (GOMapMan) released in the Mercator output to calculate the percentage of DE SAS within each category. Putative genes encoding proteins involved in or related to hormone metabolism, stress, RNA, signalling, and transport represented a significant portion (approximately 31%) of transcripts (Fig. 4a).

We evaluated overrepresented GO (Gene Ontology) terms within the biological process category that were comparable between ethephon and AVG samples. First, we performed a functional enrichment analysis in AgriGO^26^ that was summarized by REVIGO^27^, using the Arabidopsis genome as reference. The GO terms, response to chemical (GO: 0042221), transport (GO: 0006810), carbohydrate metabolic process (GO: 0005975), and developmental process (GO: 0032502), were enriched in all conditions analysed (p-values ranging from 9.5 × 10^−29^ to 1.6 × 10^−7^). Similar GO terms were found enriched in another analysis performed in GeneMerge^28^ implemented in the SUCEST-FUN database, with sugarcane transcriptome as reference (Fig. 4b). We found response to ethylene stimulus (GO: 0009723) enriched in leaf samples sprayed with ethephon and AVG, although ethylene-mediated signalling pathway (GO: 0009873) was only enriched in ethephon-treated upper internode. Interestingly, response to auxin (GO: 0009733) was exclusively assigned to AVG-treated samples. Other GO terms related to growth (GO: 0009831, GO: 0040007), biotic and abiotic stresses (GO: 0009816, GO: 0009611), and transport (GO: 0055085, GO: 0006857) were also found enriched within our data, including KEGG pathways related to biosynthesis of secondary metabolites, sucrose metabolism and plant hormone signal transduction, which seem to be associated with ethylene response in sugarcane at the maturation stage. Particularly sucrose metabolism and growth related categories are consistent with the physiological effects elicited by ethephon application on sugarcane^7^,^9^.

### Hormone-inducible genes: insights from Arabidopsis homologues

Changes in one hormone often affect other hormone pathways, depending on dosage, developmental and environmental cues that shape their intricate interplay^29^. The functional enrichment analysis points ethylene as a trigger of hormone response pathways in sugarcane, similarly as observed for Arabidopsis^30^,^31^. To unravel the underlying crosstalk between ethylene and other hormones that might occur in sugarcane after spraying of growth regulators, we retrieved hormone-related genes that were DE using the Arabidopsis Hormone Database 2.0^32^, GOMapMan bincodes (e.g. hormone metabolism)^25^, and the data released by Nemhauser *et al*.^30^ and Chang *et al*.^31^ (Table S2). 

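Every one of the 338 SAS listed in Table S2 had a sense probe with ratios. By the rule of size, 248 of them (73.4%) changed in at least 1 comparison, 208 with ethephon and 157 with AVG. The table was drawn up by the paper from its own DE calls on these arrays, so these counts describe the list and are no independent test of it.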

In total, 338 putative genes (17.7% of the whole SAS set with homology to Arabidopsis) were identified as being modulated or participating in at least one hormone pathway with 11.2% of those genes being co-regulated by more than one hormone (Fig. 4c). 

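Of the SAS that Table S2 assigns to a single hormone, 134 belong to ethylene, 69 to ABA, 42 to IAA and 47 to JA. The number changed in at least 1 comparison was 94 for ethylene, 48 for ABA, 33 for IAA and 40 for JA. With ethephon these numbers were 81, 41, 23 and 36, and with AVG 61, 30, 24 and 26. For the smaller groups, 13 of 15 brassinosteroid, 6 of 11 SA, 7 of 10 GA and 3 of 4 CK SAS changed.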

Genes involved in ethylene, abscisic acid (ABA), auxin (IAA), and jasmonic acid (JA) pathways or response were highly represented (approximately 77.5%) (Fig. 4c).

The HORMONOMETER tool^33^ was used to correlate multi hormonal signatures compiled from experiments in which seven-day-old Arabidopsis seedlings were subjected to various hormone treatments^34^ with the hormone-related dataset identified in this study (Fig. 5). A strong positive correlation (values above 40%)^33^ with auxin signatures was highlighted in ethephon-treated leaves at five DAA (60% on average) and upper internodes at both time-points (65% on average). On the contrary, IAA signatures showed an anticorrelation with AVG-treated leaves (−40% on average) at one DAA. The 1-aminocyclopropane-1-carboxylic acid (ACC, ethylene precursor) signatures detected in leaf samples had a similar pattern between ethephon and AVG treatments, showing a positive correlation at one DAA and an anticorrelation at five DAA. Otherwise, ACC signatures in the upper internode showed a strong positive correlation with ethephon at both time-points (35% on average) and a weak anticorrelation (−20%) with AVG at one DAA.

### Changes in endogenous hormone levels

To determine whether growth regulators affect endogenous hormone levels, we quantified ABA, IAA, JA, SA, GA (isoform 4), and cytokinin (CK, *trans*-zeatin) in leaves and upper internodes (Fig. 6) of plants treated with ethephon, AVG, and mock. Although the high variation observed among individual plants impaired the identification of statistically significant differences among chemicals, ethephon seems to affected negatively ABA, GA, and CK levels at five DAA, while SA levels increased substantially at one DAA and JA was slightly higher at five DAA in leaves (Fig. 6a,b,d–f). The ethephon-treated upper internode seems to have higher levels of ABA and JA at five DAA (Fig. 6a,e).

AVG inhibits ACC synthase (ACS), a pyridoxal enzyme that participates in the ethylene biosynthesis pathway, affecting the enzyme activity in a reversible and competitive manner by binding to its catalytic site (K_*i*_ of 0.2 *μ*M)^10^. Besides the known antagonistic response to ethylene, AVG also affects IAA biosynthesis by blocking potentially pyridoxal and tryptophan aminotransferases enzymes throughout its pathway^35^. Therefore, the negative impact of AVG on the endogenous level of IAA in leaves at one DAA, inferred by functional enrichment and HORMONOMETER analyses, is not surprising (Fig. 6c). The AVG dosage used in this study might have elicited a mild AVG response in IAA pathway because its level returned to those observed in the mock treatment at five DAA. Moreover, AVG induced the production of JA in leaves while its level in upper internode seems to decline at one DAA (Fig. 6e).

### Ethylene and other hormone response validation

The effect of ethylene at the molecular level was confirmed using hormone marker genes identified previously^30^,^31^,^32^ (Table S2). The presence of those marker genes confirms ethylene as a modulator of its own biosynthesis, perception, and signal transduction, as well as of other hormone pathways. The ethylene marker genes were mainly responsive to ethephon in upper internode, showing similar expression pattern as reported for Arabidopsis^36^,^37^, rice^38^, *Brachypodium distachyon*^39^, litchi^40^, potato^41^, and rubber tree^42^ upon ethylene gas, ACC, or ethephon exposure. 

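The ethylene SAS of Table S2 that changed with ethephon in the upper internode numbered 33 at 1 DAA (24 up and 9 down), 30 at 5 DAA over mock of 1 DAA (25 and 5) and 32 at 5 DAA over mock of 5 DAA (22 and 10). With AVG in the same tissue the numbers were 18 (3 up and 15 down), 14 (14 and 0) and 11 (9 and 2). In the leaf, 22, 19 and 13 changed with ethephon and 24, 17 and 6 with AVG. The median size of the log2 ratio over the 134 SAS was between 0.46 and 0.64 for ethephon in the upper internode, between 0.36 and 0.43 for AVG in that tissue, between 0.26 and 0.54 for ethephon in the leaf and between 0.25 and 0.49 for AVG in the leaf.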

The expression of eight selected ethylene-responsive genes was verified by qPCR in upper internode samples (Fig. 7). Those genes were involved in (i) ethylene biosynthesis: *ACO5* (ACC OXIDASE5, CA116504.1); (ii) perception: *ETR2* (ETHYLENE RECEPTOR2, CA131347.1), *ERS1* (ETHYLENE RESPONSE SENSOR1, CA111353.1), and *EIN4* (ETHYLENE INSENSITIVE4, CA133417.1); and (iii) signal transduction: *EIN2* (ETHYLENE INSENSITIVE2, CA095200.1), *EIL3* (ETHYLENE INSENSITIVE3-LIKE3, CA190765.1), *ERF1* (ETHYLENE RESPONSIVE TRANSCRIPTION FACTOR1, CA101597.1), including a putative *ERF* lacking orthology with Arabidopsis (CA103790.1). The ethylene biosynthetic and receptor genes were induced by ethephon at both time points (Fig. 7a–d) while ethylene signal transduction genes were upregulated at one DAA and downregulated at five DAA (Fig. 7f–h), suggesting a feedback inhibition to fine-tune ethylene response downstream. It is clear that AVG counteracted the effect of ethephon on those genes, showing an opposite expression pattern at one DAA.

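By the rule of size, 42 of the 60 SAS of Table S3 changed in at least 1 comparison, 36 with ethephon and 28 with AVG. For a test across chemicals, limma was fitted to 1 ratio per treated pool over its same-day mock, with the 4 ethephon and the 4 AVG pools as samples and tissue and day as blocks. The log2 ratio was higher with ethephon than with AVG in all 4 blocks for 14 of the 60 SAS and lower in all 4 for 6. Over 12362 sense probes, 0 passed a Benjamini-Hochberg adjusted p of 0.05 in limma, and 606 had an unadjusted p under 0.05. Adjusted over the list alone, 7 of the 59 SAS with a value in every block passed, with a smallest adjusted p of 0.000835, but the paper chose the list on these arrays, so this count is not independent evidence. On simulated values, with 200 probes drawn at random and changed by the same size in every block, the fit recovered 39.0% of probes with a true log2 difference of 1 and 93.5% of those with 2. Recovery depends on how many probes change and on a probe's own spread. The 0 calls thus do not exclude differences of 2, and KAO2, with a mean difference of 2.00, had a limma adjusted p of 0.625. In all, 14 SAS of the list had an unadjusted p under 0.05.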

A Bayesian network strategy was used to model the relationship among 60 selected hormone-related genes (Fig. 8, Table S3), composed mostly by marker genes in their respective pathways. Chemical treatments (ethephon and AVG) and plant tissues (leaf and upper internode) were added to the analysis as nodes. 

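For the genes in ethylene biosynthesis, perception and response, values are given at their own statements, apart from EIN4 (GS1_SS_12143_18348), whose log2 ratio with ethephon minus that with AVG was 0.22 and 0.24 in the leaf at 1 and 5 DAA and 1.64 and 0.86 in the upper internode. Among the IAA genes, ARF6 (GS1_SS_05842_20168) had a log2 ratio with ethephon of 1.73 ± 0.04 (SD of 2 technical arrays) in the leaf and 0.94 ± 0.15 in the upper internode at 1 DAA. Its ratio with ethephon minus that with AVG was 0.76 in the leaf and 0.49 in the upper internode at 1 DAA, but -0.04 and -0.85 at 5 DAA. CHS (GS1_SS_23004_21055) was below background in both pools of every upper internode comparison, and in the leaf it fell by 1.15 (1 DAA) and 1.36 (5 DAA) with AVG and had ratios of -0.01 and -0.19 with ethephon. A putative AUX/IAA regulator (GS1_SS_21139_20692) was higher with ethephon than with AVG by 1.58 and 0.27 in the leaf and by 0.91 and 1.97 in the upper internode. For GH3-1 (GS1_SS_05762_18529) these differences were 0.94 and 0.81 in the leaf and 1.68 and 1.26 in the upper internode, where it was not well above background on every array. GH3-2 (GS1_SS_06726_11141) had the smallest p of the fit over 8 treated pools, with a log2 difference of 2.74 and a limma adjusted p of 0.175, and ethephon was higher in 4 of 4 blocks. Over the alternatives its adjusted p was between 0.0013 and 1, and it was under 0.05 in 5 of 17. SWEET4 (GS1_SS_09088_14427) rose with ethephon by 3.50 and 2.92 in the upper internode at 5 DAA over mock of 1 and 5 DAA, and had ratios of -1.40 ± 0.46 in the leaf and -0.43 ± 0.40 in the upper internode at 1 DAA. Between the chemicals, KAO2 (GS1_SS_24783_20087) differed by 2.19 and 2.20 in the leaf and 2.54 and 1.05 in the upper internode, a mean of 2.00 (limma adjusted p = 0.625). GA2OX1 (GS1_SS_21236_03669) differed by 2.28 and 2.00 in the upper internode, and no difference is given for the leaf, where the AVG pool was not well above background (limma adjusted p = 0.704 over all blocks). Of the choices tried for single genes, limma's background correction and loess moved the most values, 203 of 263, each towards 0 and none across it. The 263 are values that met the rule of size, which could hardly cross 0, and values that did not meet it were not tried.

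**Figure D3:**
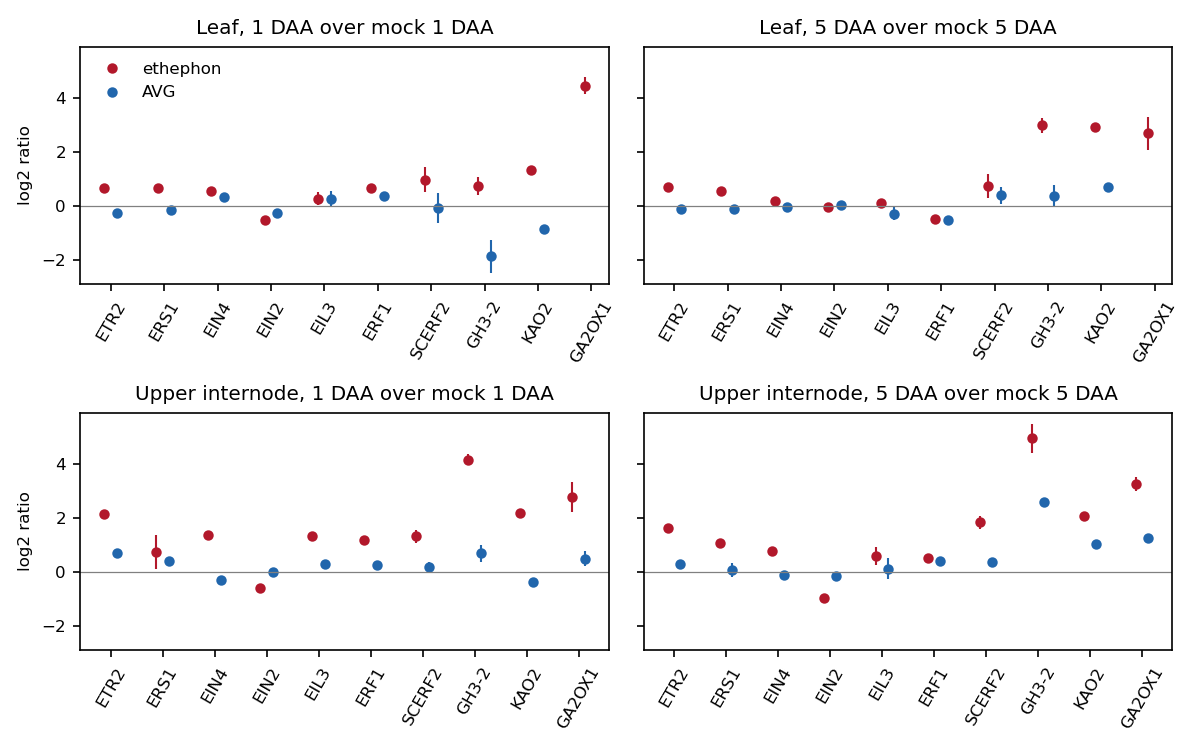
Log2 ratios over the same-day mock for genes of ethylene perception and response and for GH3-2, KAO2 and GA2OX1, with ethephon in red and AVG in blue. Points are means of 2 technical arrays and vertical lines join the 2 arrays. Ratios with a pool not well above background are left out. GH3-2 reaches 4.93 with ethephon in the upper internode at 5 DAA.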

The resulting model identified 40 genes linked positively or negatively to the factors analysed, with 12 of them best predicting the ethephon treatment (positive correlation): *ACO5, ETR2, EIN4*, and *SCERF2* (putative *ERF*, CA101530.1), as well as genes involved in IAA (*ARF6*, AUXIN RESPONSE FACTOR6, CA093470.1; *CHS*, CHALCONE SYNTHASE, CA108707.1; a putative *AUX*/*IAA* transcriptional regulator, CA086325.1; *GH3*-*1* and *GH3*-*2*, INDOLE-3-ACETIC ACID-AMIDO SYNTHETASE, CA093260.1 and CA141013.1), ABA (*SWEET4*, bidirectional sugar transporter, CA112384.1), and GA pathways (*KAO2*, ENT-KAURENOIC ACID OXIDASE2, CA264769.1; and *GA2OX1*, GIBBERELLIN 2-BETA-DIOXYGENASE1, CA212926.1). Those genes can be used as biomarkers of ethephon treatment in sugarcane. The number of genes correlated specifically with ethephon was higher than that linked to AVG (Fig. 8). Similarly, leaves showed more correlated genes than upper internodes. 

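Of the 60 listed SAS, the rule of size called 18 in the leaf and 27 in the upper internode with ethephon, and 23 in the leaf and 14 in the upper internode with AVG.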

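Over both chemicals, 27 of the listed SAS changed in at least 1 leaf comparison and 34 in at least 1 upper internode comparison. The tissue difference of the ethephon response, tested in limma over 12 pools, passed for 3 of the listed SAS adjusted over the list alone (smallest adjusted p = 0.036), on a list that the paper drew from the same arrays, and for 0 of all sense probes.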

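Ratios over a mock pool of the same tissue do not measure the level of a gene in one tissue against the other. Averaged over the 6 comparisons of a tissue, the log2 ratio of SCERF2 (GS1_SS_01266_20694) was 0.55 in the leaf and 1.07 in the upper internode, and that of ACO5 (GS1_SS_11027_15209) was -0.72 in the leaf, with no mean for the upper internode, where its mock pools were not well above background. ERS1 (GS1_SS_08909_07286) had means of 0.27 and 0.37, and no mean is given for ERF7 (GS1_SS_01052_10142), which had a treated pool not well above background in each tissue. Among the SA genes, NPR1 (GS1_SS_33254_19056) had 0.62 in the leaf and TGA4 (GS1_SS_08001_19828) had -0.21 and 0.48. For NPR1, both pools were well above background on every array only in the leaf at 1 DAA and with ethephon at 5 DAA over mock of 1 DAA.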

Interestingly, genes in the ethylene pathway showed a negative correlation (*ACO5, SCERF2, ERS1*, and *ERF7*, ETHYLENE-RESPONSIVE TRANSCRIPTION FACTOR7, CA081218.1) and two genes in the SA pathway have positive correlation (*NPR1*, NONEXPRESSER OF PR GENES1, CA164927.1; and *TGA4*, SCSBHR1056B08.g) with leaves.

### Site of ethylene action: the internode is ready to respond

The ethylene biosynthetic pathway is accomplished in mainly two rate-limiting steps coordinated by ACS (converts SAM, S-adenosylmethionine, to ACC) and ACO (converts ACC to ethylene)^43^. Genes encoding both enzymes belong to multigene families, whose transcription exhibit temporal-spatial pattern depending on external and internal stimuli^43^. The transcriptional regulation of *ACS* and *ACO* influences ethylene emission^43^, particularly the increase in *ACO* expression accompanied by protein accumulation or high enzyme activity is a strong indicator of auto-regulation of ethylene production within a tissue^43^,^44^. Several transcriptome studies reported the induction of *ACO* upon ethylene exposure^30^,^31^,^34^,^36^,^37^,^40^. 

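By the rule of size, 45 sense probes rose and 11 fell in each of the 3 upper internode comparisons with ethephon, and ACO5 was among those that rose. Its ratios have no place in an order of sizes, since its mock pools were not well above background. Of the others taken by the rule for single genes, GH3-2 (GS1_SS_06726_11141) had a mean rise of 4.21 and GS1_SS_00835_12289 one of 3.55, the latter with the mock pool well above background on 1 of 2 arrays at 1 DAA. GS1_SS_15305_05118 rose by 4.31 at 1 DAA and 4.08 at 5 DAA over mock of 1 DAA, where the mock pool was well above background on 1 of 2 arrays, and was at least 3.00-fold higher at 5 DAA over mock of 5 DAA, where it was on none. GS1_SS_23636_03321 rose by 4.36 at 5 DAA over mock of 1 DAA, with the mock pool well above background on 1 of 2 arrays, and was at least 1.98-fold higher at 1 DAA and at least 3.24-fold higher at 5 DAA over mock of 5 DAA. Among the falls, GLP1 (GS1_SS_12273_06458), a germin-like protein, had -2.60 at 1 DAA and -2.92 at 5 DAA over mock of 1 DAA, with the ethephon pool well above background on 1 of 2 arrays, and was at least 1.10-fold lower at 5 DAA over mock of 5 DAA. The mean was -1.87 for GS1_SS_15871_13830, -1.83 for GS1_SS_06239_01465, -1.71 for GS1_SS_16229_09363 and -1.65 for GS1_SS_23879_20577.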

In our study, *ACO5* was the uppermost induced gene among ethephon-treated upper internode samples (Table S1). 

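In the mock pools of the upper internode ACO5 was not well above background, so its ratios there are not bounded from above by the data. A lower bound was taken from signals after limma's background correction and loess, which shrink the ratios of dim spots. The mock signal was set no lower than the lowest signal of any probe well above background on that array and channel. By this bound, ACO5 was at least 2.72-fold higher with ethephon at 1 DAA. At 5 DAA it was at least 8.76-fold higher over mock of 1 DAA and at least 8.40-fold higher over mock of 5 DAA. These bounds are on another scale than the log2 ratios and do not argue against a larger change. With AVG, ACO5 was below background in both pools in every upper internode comparison. In the limma fit over 12 pools the ethephon effect on ACO5 in the upper internode had an adjusted p of 0.139.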

The strong and sustained induction of *ACO5* (40-fold change on average) might indicate an endogenous production of ethylene within this tissue (Table S2). Although another *ACO* gene (CA121481.1) was weakly induced in AVG-treated upper internode, different paralogues might have different roles in auto-regulating ethylene biosynthesis^44^ (Table S2). 

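The other ACO probe (GS1_SS_24926_20825) had a log2 ratio of 0.97 ± 0.42 with AVG in the upper internode at 1 DAA and of 0.42 ± 0.44 with ethephon (SD of 2 technical arrays), and neither met the rule of size. At 5 DAA in that tissue its ratios were 0.02 and -0.38 with AVG and 0.01 and -0.51 with ethephon.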

*ACO5* was also detected in leaf samples, showing similar expression pattern in response to ethephon and AVG, as well as, *ACO* that was downregulated upon AVG treatment (Table S2).

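In the leaf, ACO5 had a log2 ratio of 1.01 ± 0.23 (SD of 2 technical arrays) with ethephon and 2.05 ± 0.23 with AVG at 1 DAA, and only the latter met the rule of size. At 5 DAA it fell by 1.86 and 1.98 over mock of 1 DAA and by 1.74 and 1.78 over mock of 5 DAA, with ethephon and AVG respectively. ACO had ratios of -1.07 ± 0.40 and -0.44 ± 0.32 with AVG at 5 DAA and of -0.78 ± 0.40 and -0.11 ± 0.46 with ethephon, and no leaf value of ACO met the rule, while ethephon at 1 DAA had too few usable spots for a value.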

The hormone perception or sensitivity within a tissue is as important as its level in the site of action. The ability to monitor ethylene oscillations depends on the presence of receptors bound to the membrane of the endoplasmic reticulum or the Golgi apparatus, which act potentially as negative regulators of the downstream signalling pathway depending on the genetic background^45^. We identified three putative ethylene receptor genes: *ETR2, ERS1*, and *EIN4* being upregulated upon ethephon stimulus in the upper internode, but only *ETR2* was highly induced in both time-points (Fig. 7b–d). The newly synthesized receptors seem to restore ethylene receptor activity, preparing the plants for future hormone boom and/or switching off the signal transmission downstream, and providing an efficient mechanism for system homeostasis^36^,^40^,^45^. Interestingly, the over-expression of *ETR2* was reported to promote flowering delay and carbohydrate accumulation within rice internodes^46^, which is similar to the physiological changes reported for ethephon application in sugarcane^7^,^9^.

The binding of ethylene to receptors deactivates CTR1, allowing EIN2 to be proteolytic cleaved and free to enter the nucleus to modulate the expression of EIN3/EIL (ETHYLENE INSENSITIVE 3/ETHYLENE INSENSITIVE 3-LIKE)^47^. EIN3/EIL activates the so-called ethylene primary response composed of AP2/EREBP and bHLH transcription factors families members^31^,^47^, which were found significantly enriched in our data (Table S4). Besides the role as central and master regulators of the ethylene signalling pathway, EIN2 and EIN3/EIL integrate other hormone pathways (e.g. IAA, CK and ABA)^47^, triggering the hormonal crosstalk commonly observed upon ethylene stimulus^31^. *EIN2* was downregulated, which was also reported for Arabidopsis^30^, while *EIL3* was upregulated by ethephon in this study (Fig. 7e,f).

The expression pattern of AP2/EREBP family genes varied between ethephon and AVG (Table S2). 

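ERF1 in the upper internode (GS1_SS_02965_21769) had log2 ratios of 1.19 ± 0.13, 2.03 ± 0.50 and 0.52 ± 0.07 with ethephon at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA (SD of 2 technical arrays), and of 0.25 ± 0.12, 1.54 ± 0.14 and 0.42 ± 0.08 with AVG. ERF7 (GS1_SS_08107_09989) had -0.28, -0.13 and -1.18 with ethephon and -1.65, 1.02 and -0.06 with AVG in the same order. The values of ERF7 at 1 DAA differed by 1.37 between the chemicals and had SDs of 0.00 and 0.24.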

In upper internode samples, *ERF1* (CA101597.1) and *ERF7* (CA193884.1) showed opposite expression patterns between ethephon and AVG. Whereas, another *ERF7* homologue (CA125040.1) and a putative *ERF* (CA130796.1) were similarly downregulated by both chemicals. 

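The ERF7 homologue GS1_SS_10951_10972 fell by 0.89 with AVG at 1 DAA and by 1.32 with ethephon at 5 DAA over mock of 5 DAA, and its other upper internode ratios were -0.12 and -0.19 with ethephon and 0.74 and -0.31 with AVG. The putative ERF GS1_SS_06757_17082 fell by 1.89 with ethephon and 1.66 with AVG at 1 DAA, and by 1.31 and 0.81 at 5 DAA over mock of 5 DAA. Over mock of 1 DAA at 5 DAA it had -0.14 and 0.33.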

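The putative ERF GS1_SS_09959_13220 rose by 1.41 ± 0.19 (SD of 2 technical arrays) with ethephon in the upper internode at 1 DAA and had ratios of 0.22 and -0.24 at 5 DAA. For GS1_SS_06981_05103 the ratios were 0.99 ± 0.11 at 1 DAA, which did not meet the rule of size, and -0.03 and 0.38 at 5 DAA. With AVG at 1 DAA, these probes had 0.63 ± 0.45 and 0.79 ± 0.09.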

Ethephon induced the expression of other three putative *ERFs* (CA103790.1, CA124242.1, and CA101530.1). Among them, CA101530.1 was induced at both time points in ethephon-treated upper internode (3-fold change on average). 

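SCERF2 (GS1_SS_01266_20694) had log2 ratios of 1.32 ± 0.34 at 1 DAA, 2.05 ± 0.34 at 5 DAA over mock of 1 DAA and 1.83 ± 0.35 at 5 DAA over mock of 5 DAA with ethephon in the upper internode (SD of 2 technical arrays), a mean fold of 3.33, and each value met the rule of size. With AVG the ratios were 0.18, 0.65 and 0.38. In the limma fit over 12 pools, the ethephon effect was 1.58 (adjusted p = 0.121), and the treated pools of both days lay above their mock.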

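With AVG in the upper internode, ERF7 (GS1_SS_01052_10142) rose by 1.85 ± 0.37 (SD of 2 technical arrays) at 5 DAA over mock of 1 DAA and by 1.01 ± 0.15 over mock of 5 DAA, of which only the first met the rule of size, and at 1 DAA it was at least 1.30-fold lower, with the AVG pool not well above background. An ERF (GS1_SS_09700_10648) had -0.37 at 1 DAA and 0.61 and 0.76 ± 0.18 at 5 DAA, and no value met the rule of size. RAP2-2 (GS1_SS_22576_17541) fell by 1.29 ± 0.08 and EDF1 (GS1_SS_11477_18437) by 1.20 ± 0.21 at 1 DAA, and at 5 DAA over mock of 1 and 5 DAA they had 0.23 and 0.36 (RAP2-2) and 0.06 and -0.27 (EDF1). Over all sense probes, 3 rose and 0 fell in every comparison with AVG in this tissue, PME12 (GS1_SS_23462_16559) with a mean of 3.08, GS1_SS_00835_12289 with 1.51, its mock pool well above background on 1 of 2 arrays at 1 DAA and at 5 DAA over mock of 5 DAA, and GS1_SS_13365_10130, at least 1.21-fold higher at 1 DAA and with 2.21 and 1.25 at 5 DAA, where its mock pools were well above background on 1 of 2 arrays.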

AVG also affected the expression of *ERFs* in the upper internode: inducing (CA081218.1 and CA117046.1) or repressing them (CA117074.1 and CA127856.1). 

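In the leaf, ERF1 (GS1_SS_02965_21769) had log2 ratios of 0.66 and 0.36 at 1 DAA, -0.06 and -0.16 at 5 DAA over mock of 1 DAA and -0.48 and -0.51 at 5 DAA over mock of 5 DAA, with ethephon and AVG respectively. ERF7 (GS1_SS_01052_10142) had 1.73 and 1.64 and then -0.50 and -0.62, and over mock of 5 DAA it was at least 1.42-fold lower with ethephon and had -1.40 with AVG, with a pool well above background on 1 of 2 arrays in the 3 comparisons with AVG. The second ERF7 (GS1_SS_08107_09989) had 0.70 and 0.75, 0.17 and 0.33, and -0.90 and -0.70. An AP2/EREBP gene (GS1_SS_19681_18294) had -0.49 and -0.80, 1.37 and 1.24, and -0.07 and 0.22. RAP2-2 (GS1_SS_22576_17541) had 4.54 ± 0.36 with ethephon at 1 DAA, with the mock pool well above background on 1 of 2 arrays, and was at least 1.33-fold higher with AVG, and at 5 DAA its mock pool was not well above background. ERF073 (GS1_SS_00602_19470) had 0.88 ± 0.25 with AVG and 0.09 ± 0.39 with ethephon at 5 DAA over mock of 5 DAA (SD of 2 technical arrays).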

Differently, the majority of *ERFs* showed a similar expression pattern between ethephon and AVG in leaf samples (CA101597.1, CA081218.1, CA193884.1, and CA064867.1), with the exception of *RAP2*-*2* (CA117074.1) and *ERF073* (CA218955.1).

The synergism between ethylene and JA occurs at the transcriptional level with JAZ (JASMONATE ZIM-DOMAIN PROTEIN) inhibiting EIN3/EIL1^31^,^48^. However, when *JAZ* transcription is repressed, EIN3/EIL1 stability increases upon ethylene stimulus^48^. In the nucleus, the co-receptors, COI1 (CORONATINE-INSENSITIVE PROTEIN1) and the transcriptional repressor JAZ perceive JA conjugates (JA-Ile), targeting JAZ for 26S proteasome-dependent degradation and releasing downstream JA responsive genes^48^. 

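COI1 (GS1_SS_00676_11010) had log2 ratios of 0.64 ± 0.12, 0.78 ± 0.14 and 0.78 ± 0.05 with ethephon in the upper internode at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA (SD of 2 technical arrays), below the rule of size, and 0.42, -0.01 and -0.13 with AVG. JAZ1 (GS1_SS_10549_10737) had -1.68 ± 0.43, 0.04 ± 0.56 and -1.33 ± 0.41 with ethephon, and 0.85, 0.94 and -0.48 with AVG. Over 12 pools, the ethephon effect in the upper internode had a limma adjusted p of 0.673 for COI1 and 0.664 for JAZ1.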

The upregulation of *COI1* (CA117868.1) and the downregulation of *JAZ1* (CA155710.1) in ethephon-treated upper internode indicate a promotion in ethylene and JA responses simultaneously. Transcription factors mutually modulated by ethylene and JA were found within our data (Tables S1 and S2). A confirmed example in sugarcane is *SCERF2* (CA101530.1): induced by ethylene (applied as ethephon) and JA alone (10-fold increase) or in combination (20-fold increase)^49^. 

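ICE1 (GS1_SS_17878_21570) had log2 ratios of 0.00 ± 0.25, 0.29 ± 0.36 and 0.99 ± 0.06 with ethephon in the upper internode, in the order 1 DAA, 5 DAA over mock of 1 DAA and 5 DAA over mock of 5 DAA (SD of 2 technical arrays), and -0.05, -0.08 and 0.80 with AVG. In the leaf its ratios were 0.18, -0.36 and 0.34 with ethephon and 0.94, 0.22 and 0.80 with AVG. None met the rule of size.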

Other potential transcripts with the dual regulation are *ERF1* (CA101597.1) and *ICE1* (INDUCER OF CBF EXPRESSION1, CA121236.1). The putative high endogenous JA level in the upper internode (Fig. 6e) might also contribute to a strong ethylene response in the upper internode due to the synergy between them.

The ethephon absorption probably occurs in large quantities in leaves, target of the chemical spray, where the cytosolic pH favours the hydrolysis of ethephon into ethylene (gas) and phosphoric acid^50^. The ability of ethephon eliciting ethylene-related responses is controversial because of its non-controllable or quantifiable hydrolysis^22^. However, the presence of ethylene marker genes, including the strong induction of *ACO5*, receptor genes, and downstream elements of the signalling pathway, upon ethephon spraying exclusively assigned to the upper internode, indicates not only that an ethylene-driven response occurred, but also that this tissue is prone to respond to the hormone. Therefore, the transport of ethylene precursor (ACC), ethylene diffusion from leaves or even a small absorption of ethephon within upper internode (presence of wax and lignified/suberized cell walls might represent obstacles) may account for the ethylene response in sugarcane culms. 

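The limma fit over 12 pools, with the 1 and 5 DAA pools of a tissue as replicates and 4 residual degrees of freedom, called 3 sense probes for ethephon in the upper internode, ETR2 (GS1_SS_25589_17894) with a log2 effect of 1.89 (adjusted p = 0.0418), GS1_SS_08432_01884 (adjusted p = 0.0211) and GS1_SS_01383_04765 (adjusted p = 0.0273). GS1_SS_08432_01884 rose by 3.95 at 1 DAA, with the mock pool well above background on 1 of 2 arrays, and was at least 1.98-fold higher at 5 DAA over mock of 5 DAA, with the mock pool well above background on none. GS1_SS_01383_04765 was at least 1.30- and 1.42-fold higher in these comparisons, with its mock pools not well above background. In the leaf, limma called 1 probe in the same fit, GS1_SS_09952_05212, with 2.05 (adjusted p = 0.0425), its mock pool of 5 DAA well above background on 1 of 2 arrays. It called 0 probes with AVG in either tissue, where 347 in the upper internode and 1433 in the leaf had an unadjusted p under 0.05 in limma. The difference between the ethephon responses of the tissues was tested in limma in the same fit, and 0 probes passed (smallest limma adjusted p = 0.0966), with 641 at an unadjusted p under 0.05. The tissue difference was 1.21 for ETR2 (limma adjusted p = 0.550) and 0.70 for EIN4 (limma adjusted p = 0.962), and it is not given for ACO5 (limma adjusted p = 0.550), whose mock pools were not well above background in the upper internode. On simulated values the fit recovered 89.0% of upper internode effects of 2 and 7.50% of those of 1 on the log2 scale, and 68.5% of tissue differences of 2 and 0% of those of 1. That simulation changed 200 probes, drawn at random, by the same size on both days. It does not exclude effects of 2 among probes that were not called. Leaving out any 1 of the 4 blocks of tissue and day gave 0 calls for ethephon in both tissues. The count moved most when technical arrays were entered singly with the replicate number as a block, to 257 in the upper internode and 136 in the leaf, where 71 and 69 calls were made for simulated unchanged pools. With ethephon, ETR2 had log2 ratios of 2.16 ± 0.10 (SD of 2 technical arrays), 0.89 ± 0.15 and 1.62 ± 0.07 in the upper internode and of 0.67 ± 0.08, 0.78 ± 0.00 and 0.69 ± 0.08 in the leaf, at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA. The corresponding values were 0.74 ± 0.88, 0.31 ± 0.13 and 1.07 ± 0.15 for ERS1 (GS1_SS_08909_07286) and 1.37 ± 0.16, 0.89 ± 0.12 and 0.77 ± 0.12 for EIN4 (GS1_SS_12143_18348) in the upper internode, and 0.66, 0.69 and 0.58 for ERS1 and 0.55, -0.10 and 0.20 for EIN4 in the leaf. EIL3 (GS1_SS_15236_15796) had 1.34 ± 0.12, 0.54 ± 0.23 and 0.60 ± 0.46 and EIN2 (GS1_SS_15142_20424) had -0.58 ± 0.20, -0.49 ± 0.49 and -0.94 ± 0.08 in the upper internode. From the presence of ethylene marker genes, among them ACO5, receptor genes and downstream elements, in ethephon-sprayed upper internodes, the paper reasons that an ethylene-driven response took place and that this tissue is prone to respond to the hormone.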

A hierarchical clustering performed with ethylene-related gene set clearly distinguished ethephon and its antagonist (AVG) only in the upper internode, the site of ethylene action (Fig. S3).

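Of the 134 ethylene SAS of Table S2, 131 had a ratio in every comparison and were clustered by 1 minus Pearson's r with average linkage. In the upper internode, the first split set AVG at 1 DAA apart from the other 5 comparisons, and in the leaf it set both comparisons of 1 DAA apart from the 4 of 5 DAA. In neither tissue did the first split part ethephon from AVG. The branches below the first split were looked at only after the results had been seen. The next split in the upper internode parted the 3 ethephon comparisons from both AVG comparisons of 5 DAA, so no branch of the 3 held both chemicals. In the leaf, the next split parted the 5 DAA comparisons by mock reference, and each of the 3 branches held ethephon and AVG. Comparisons with the same 5 DAA pool or the same mock pool are not independent. For all sense probes with a value in every comparison, 12397 in the upper internode and 12371 in the leaf, the first split did not part the chemicals either, and among 3 branches in the upper internode 2 held 1 chemical each, at 5 DAA. Over the ethylene SAS in the upper internode, r between comparisons of different chemicals was between 0.160 and 0.437 where they shared a mock pool and between 0.0441 and 0.202 where they shared no pool. For comparisons of the same chemical that shared no pool, those of 1 and 5 DAA over the same-day mock, r was 0.538 with ethephon and -0.379 with AVG. In the leaf these values were 0.0866 and 0.0216. Over all sense probes they were 0.237 and -0.273 in the upper internode and 0.105 and 0.290 in the leaf. The ethylene list was drawn from calls on these arrays, so its values are no independent test.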

### Ethephon induced defence response in leaves

The defence response in plants is regulated by the interplay of ethylene, JA, and SA^51^. Ethylene and JA act synergistically, while the relationship between JA and SA is often antagonist^51^. However, the fine-tune between the level of hormones and the time of pathway activation is imperative to define which response will be elicited. When the activation of SA signalling pathway occurs concomitantly or before ethylene and JA, the SA response suppresses ethylene/JA signalling components^51^. Firstly, we observed a high level of SA in ethephon-treated leaves at one DAA, not accompanied by an increase in JA level (Fig. 6b,e). 

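In the leaf with ethephon, NPR1 (GS1_SS_33254_19056) rose by 2.75 ± 0.01 (SD of 2 technical arrays) at 1 DAA, and with AVG by 1.72 ± 0.45, while at 5 DAA over mock of 5 DAA its ratio was 0.64 ± 1.25 with the mock pool well above background on 1 of 2 arrays. A PDF gene (GS1_SS_24497_14077) had log2 ratios of -0.76 ± 0.15 at 1 DAA, -0.63 ± 0.37 at 5 DAA over mock of 1 DAA and -0.96 ± 0.13 at 5 DAA over mock of 5 DAA with ethephon, and -0.13, 1.23 and 0.80 with AVG. VSP2 (GS1_SS_25481_14374) had 1.02 ± 0.06, -0.77 ± 0.07 and -1.43 ± 0.11 with ethephon, and 1.81, 1.08 and 0.53 with AVG. CESA3 (GS1_SS_13278_17807) had -0.73 ± 0.21, 1.25 ± 0.15 and 1.51 ± 0.14 with ethephon. The first PR4 (GS1_SS_25628_13940) had 2.04 ± 0.05, -0.36 ± 0.05 and 1.40 ± 0.23 with ethephon and 1.31, -1.15 and 0.69 with AVG. The second PR4 (GS1_SS_24814_09036) had 1.90 ± 0.16 and -3.68 ± 0.43 with ethephon and 2.55 ± 0.17 and -4.75 ± 0.54 with AVG at 1 DAA and at 5 DAA over mock of 1 DAA, and over mock of 5 DAA 1 of its pools was not well above background on every array.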

Secondly, marker genes of SA-mediated suppression of JA/ethylene pathway were DE, such as: (i) strong upregulation of *NPR1*, a master redox sensor and major activator of SA signalling^52^; (ii) downregulation of genes involved in ethylene/JA-mediated defence, such as a *PDF* (PLANT DEFENSIN, CA263445.1), *VSP2* (VEGETATIVE STORAGE PROTEIN2, SCACSD2018E08.g), and potentially *CESA3* (CELLULOSE SYNTHASE A CATALYTIC SUBUNIT3, CA071184.1); and (iii) reduction in the level of induction of *PR4s* (PATHOGENESIS-RELATED4, CA100660.1 and CA096336.1)^51^,^52^. The expression of those genes was confirmed by qPCR (Fig. 9a–f) and only *CESA3* showed a divergent pattern between microarray and qPCR approaches (Fig. 9c, Table S2).

The production of reactive oxygen species (ROS), mediated by NADPH oxidases and extracellular peroxidases, occurs before the activation of SA pathway^52^. NPR1 requires cell redox alterations to enter the nucleus and activate TGA transcription factors and, consequently, other SA-responsive genes^53^. The activity of superoxide dismutase (SOD), a ROS scavenging enzyme, and the ROS-induced cell damage (inferred by lipid peroxidation through malondialdehyde content) were evaluated in leaf samples treated with ethephon (Fig. 9g). We observed a slight increase in SOD activity in plants exposed to ethephon, when lipid peroxidation seems to be higher than that of mock-treated plants. Coherently, we also identified two NADPH oxidases (*RBOHB*, CA136046.1 and CA132485.1) and two peroxidases (*PER12*, CA104574.1; and *PER52*, CA109102.1) induced in ethephon-treated leaves at one DAA (Table S1). Hence, we speculate that ethephon acting as a stressor or eliciting stressor signals during its decomposition, when acidification may occur, alters the cell redox state with the generation of ROS, which possibly explains the SA burst. 

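RBOHB (GS1_SS_12633_02059) rose by 1.68 ± 0.04 with ethephon in the leaf at 1 DAA (SD of 2 technical arrays) and by 0.67 ± 0.05 with AVG. The other RBOHB (GS1_SS_05330_18052) had -0.56 ± 0.16 with ethephon and -0.86 ± 0.07 with AVG at 1 DAA, and 1.16 ± 0.16 and 0.74 ± 0.07 with ethephon at 5 DAA over mock of 1 and 5 DAA. PER12 (GS1_SS_07881_07151) rose by 2.25 ± 0.09 with ethephon and by 0.90 ± 0.14 with AVG at 1 DAA. PER52 (GS1_SS_08555_02448) rose by 1.26 ± 0.10 with ethephon and 3.35 ± 0.06 with AVG at 1 DAA, and at 5 DAA over mock of 1 DAA it fell by 4.49 with AVG and was at least 5.07-fold lower with ethephon, where the treated pool was not well above background.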

Besides, we hypothesized that the prioritization of SA over ethylene/JA response can explain the differential activation of ethylene pathway in leaves and upper internodes after ethephon spraying.

### Growth restrain mediated by auxin and gibberellin deactivation

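With ethephon in the leaf, GH3-1 (GS1_SS_05762_18529) had log2 ratios of 2.50 ± 0.25 at 1 DAA, -0.22 ± 0.36 at 5 DAA over mock of 1 DAA and -0.67 ± 0.25 at 5 DAA over mock of 5 DAA, and in the upper internode it had 0.95 ± 0.28, 2.22 ± 0.03 and 2.66 ± 0.49 (SD of 2 technical arrays), with dim spots on some arrays. GH3-2 (GS1_SS_06726_11141) had 0.74 ± 0.46, 2.34 ± 0.51 and 2.98 ± 0.39 in the leaf and 4.15 ± 0.28, 3.55 ± 0.53 and 4.93 ± 0.76 in the upper internode. Over the values of both genes that met the rule of size, the mean change was 7.56-fold. The mean of GH3-2 in the upper internode alone was 18.5-fold, a value computed after the genes' values had been seen. The ethephon effect in the upper internode had a limma adjusted p of 0.121 for GH3-2 and 0.701 for GH3-1.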

In this study, no significant differences were observed in IAA content between ethephon and mock treatment (Fig. 6c), although a strong induction of *GH3*-*1* and *GH3*-*2* (19-fold change on average) in leaves and upper internodes treated with ethephon is an indication that the conjugation of IAA was turned on, without visible effects in the time frame evaluated (Table S2). In fact, a decrease in IAA content during sugarcane ripening and senescence has been described^54^,^55^. GH3 and IAGLU (UDP-GLUCOSE:INDOLE-3-ACETATE BETA-D-GLUCOSYLTRANSFERASE) mediate the conjugation of IAA with either amino acids or sugars (UDP-glucose), respectively^56^. Those conjugates control IAA homeostasis through turnover (IAA-Aspartate conjugates) or storing, thereby hampering the hormone action^56^. The low free IAA pool commonly observed during climacteric and nonclimacteric fruit ripening is associated with an increase in IAA conjugates, stimulated by ethylene^57^. Interestingly, GH3 promoted a dwarf phenotype through the control of IAA level in Arabidopsis mutants and rice plants over-expressing *GH3*^58^,^59^. Likewise, the AVG response in leaves seems to be coherent with its inhibitory role on IAA biosynthesis, inferred by a low IAA content (Fig. 6c) and the repression of *GH3*-*1, GH3*-*2* and *AUXIN EFFLUX CARRIERS* (i.e., SCCCAM2004G02.g, CA108976.1, and CA188655.1), including the differential regulation of the majority of *AUX*/*IAA* (auxin-response repressors) identified in this study (i.e., CA093383.1, CA151389.1, CA116567.1, CA102016.1, CA127515.1, CA139092.1) (Table S2).

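With AVG in the leaf, GH3-1 (GS1_SS_05762_18529) had log2 ratios of 1.56 ± 0.27 at 1 DAA, -1.18 ± 0.23 at 5 DAA over mock of 1 DAA and -1.48 ± 0.29 at 5 DAA over mock of 5 DAA, and GH3-2 (GS1_SS_06726_11141) had -1.85 ± 0.87, -0.23 ± 0.56 and 0.39 ± 0.57 (SD of 2 technical arrays). Among the AUX/IAA genes, IAA16 (GS1_SS_02369_18630) fell by 1.30 and GS1_SS_05053_15269 by 1.31 at 1 DAA, and GS1_SS_23522_14785 was at least 2.02-fold lower, with the AVG pool not well above background. IAA29 (GS1_SS_05808_20247) rose by 1.47 at 5 DAA over mock of 5 DAA, with the mock pool well above background on 1 of 2 arrays. A second IAA16 (GS1_SS_18640_19368) rose by 2.47 and 1.28 at 5 DAA over mock of 1 and 5 DAA, and GS1_SS_07042_18864 by 3.38, with the mock pool well above background on 1 of 2 arrays, and 1.85. Over all sense probes, 3 rose and 4 fell in every leaf comparison with AVG, with mean rises of 1.72 for GS1_SS_09153_01408 and 1.35 for GS1_SS_25929_08177. GS1_SS_07477_19258, whose mock pools were not well above background, was at least 1.34-, 1.24- and 1.35-fold higher at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA. The mean falls were -2.39 for GS1_SS_25518_18146 and -1.70 for NCED9 (GS1_SS_15333_16913), the latter with the AVG pool well above background on 1 of 2 arrays at 1 DAA. GS1_SS_25789_20294 fell by 1.78 at 1 DAA and was at least 2.62- and 3.04-fold lower at 5 DAA, and GS1_SS_23873_06115 was at least 1.42-fold lower at 1 DAA and 1.33-fold lower at 5 DAA over mock of 1 DAA and fell by 1.29 over mock of 5 DAA, with the AVG pool well above background on 1 of 2 arrays. In limma, AUX/IAA GS1_SS_05053_15269 had an effect of -0.99 (adjusted p = 0.292).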

The low GA_4_ levels detected in culms at the maturation stage (Fig. 6d) was similar as reported by Vasantha *et al*.^54^. The ethephon treatment strongly induced the transcription of *KAO2*, an enzyme that catalyzes the conversion of ent-kaurenoic acid (KA) to gibberellin (GA_12_), precursor of all GA isoforms^60^, as well as *GA2OX1*, which participates in the major route of bioactive GA deactivation (GA_1_ and GA_4_ isoforms), in leaves and upper internodes at one and five DAA. 

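KAO2 (GS1_SS_24783_20087) rose with ethephon by 1.34 ± 0.05 (SD of 2 technical arrays) at 1 DAA, 2.30 ± 0.03 at 5 DAA over mock of 1 DAA and 2.91 ± 0.02 at 5 DAA over mock of 5 DAA in the leaf, and by 2.18 ± 0.03, 0.30 ± 0.01 and 2.09 ± 0.03 in the upper internode. With AVG its ratios were -0.85, 0.03 and 0.71 in the leaf and -0.36, -0.79 and 1.04 in the upper internode. GA2OX1 (GS1_SS_21236_03669) rose with ethephon by 4.44 ± 0.44, 4.26 ± 1.47 and 2.68 ± 0.88 in the leaf and by 2.79 ± 0.78, 3.30 ± 1.15 and 3.25 ± 0.39 in the upper internode, with the mock pool well above background on 1 of 2 arrays in the leaf at 5 DAA over mock of 1 DAA and in the upper internode at 1 DAA. Over all sense probes, 8 rose in every leaf comparison with ethephon, among them GA2OX1 with a mean of 3.80, KAO2 with 2.19 and GS1_SS_00410_14265 with 1.92. GS1_SS_26121_02975 was at least 1.57-fold higher at 1 DAA and rose by 2.91 and 1.69 at 5 DAA, where its mock pools were well above background on 1 of 2 arrays, and GS1_SS_12427_17238 was at least 1.21- and 1.51-fold higher over mock of 1 DAA and rose by 1.24 over mock of 5 DAA. The 2 that fell in each of them were GDU3 (GS1_SS_14268_12617) with a mean of -2.60 and GS1_SS_00319_12530 with -1.64. The ethephon effect in the upper internode was 2.14 for KAO2 (limma adjusted p = 0.279) and 3.02 for GA2OX1 (limma adjusted p = 0.179).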

The GA homeostasis is also regulated by DELLA, a potential integrator of ethylene, JA, ABA, GA, IAA, and brassinosteroid pathways^61^,^62^. Ethylene increases the stability of DELLA even in the presence of GA^61^. 

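GAI (GS1_SS_04037_13389) had log2 ratios of 0.91 ± 0.22, -0.52 ± 0.11 and 0.00 ± 0.02 with ethephon in the upper internode at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA (SD of 2 technical arrays), and 0.51, -0.49 and 0.01 with AVG. None met the rule of size.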

Among our data, we found an orthologue of *GAI* (GA INSENSITIVE, CA150591.1), one of the DELLA proteins, being slightly induced in the upper internode (Table S2). Additionally, *GASA14* (CA150416.1), responsible for cell elongation and control of ROS accumulation in the presence of GA^63^, was downregulated in the upper internode (Table S2).

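By the rule of size, GASA14 (GS1_SS_02853_08541) fell with ethephon in the upper internode at 1 DAA and at 5 DAA over mock of 1 DAA, and not at 5 DAA over mock of 5 DAA. Its treated pool was not well above background, so the data bound the change, which was at least 1.45-, 1.55- and 1.10-fold lower. With AVG it had log2 ratios of -0.21, -1.53 and -0.47, the last with the mock pool well above background on 1 of 2 arrays.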

IAA and GA are growth-promoting hormones that interfere with sugarcane internode development^64^. High IAA and GA levels concomitantly postpone the senescence process, counteracting the activity of ABA in the apical culm tissue^64^. Therefore, a potential deactivation of IAA (mediated by GH3), and GA (mediated by GA2OX1 and GAI) might lead to shoot growth inhibition and, consequently, affect the timing of sucrose accumulation. Additionally, ethylene stimulates the break of apical dominance (Fig. S4), mainly mediated by IAA inhibition, and flowering delay, through a negative interaction with GA. Those physiological processes are commonly observed in sugarcane upon ethephon spraying^7^,^9^.

### Ethylene and ABA as ripening signals

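DXS (GS1_SS_18192_21167) had log2 ratios of 1.07 ± 0.17, 0.31 ± 0.17 and 0.95 ± 0.04 with ethephon in the upper internode at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA (SD of 2 technical arrays), and none met the rule of size. NCED9 (GS1_SS_15333_16913) had 0.38 ± 0.26, 1.25 ± 0.20 and 1.71 ± 0.06, and with AVG 0.46, 0.23 and 1.08. The ethephon effect over both days was 1.01 for DXS (limma adjusted p = 0.219) and 1.05 for NCED9 (limma adjusted p = 0.528).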

The induction of *DXS* (1-DEOXY-D-XYLULOSE 5-PHOSPHATE SYNTHASE, CA192045.1) and *NCED9* (9-CIS-EPOXYCAROTENOID DIOXYGENASE9, CA155947.1) in sugarcane culm upon ethephon spraying is a potential indicator of ABA accumulation^65^,^66^ (Table S2). Both enzymes participate in key rate-limiting steps in their respective pathways: DXS is the first enzyme in the methylerythritol phosphate (MEP) pathway, responsible for the production of carotenoids’ 5-carbon precursors (isopentenyl diphosphate, IPP), catalyzing the conjugation of pyruvate and glyceraldehyde-3-phosphate into 1-deoxy-D-xylulose-5-phosphate^67^; and NCED has a pivotal role in ABA biosynthesis, breaking down carotenoids (9′-cis-xanthophylls) to xanthoxin (first ABA biosynthesis intermediate)^66^. 

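CYP707A1 (GS1_SS_16222_07773) rose by 1.33 ± 0.15 with ethephon and fell by 1.26 ± 0.04 with AVG in the upper internode at 1 DAA (SD of 2 technical arrays). At 5 DAA over mock of 1 and 5 DAA it had -0.66 and -0.27 with ethephon. In the leaf it rose by 1.21 ± 0.02 with AVG at 5 DAA over mock of 1 DAA, and its ratio over mock of 5 DAA was 0.46 ± 0.32.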

Another player in the ABA homeostasis identified as upregulated in this study was *CYP707A1* (ABSCISIC ACID 8′-HYDROXYLASE1, CA162714.1), involved in ABA catabolism^66^. Both genes *NCED9* and *CYP707A1* are known to be transcriptionally activated by ABA^68^.

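The PYL9 probe GS1_SS_05244_04480 had log2 ratios of -1.06 ± 0.06, 0.89 ± 0.05 and 0.27 ± 0.09 with ethephon in the upper internode at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA (SD of 2 technical arrays), and GS1_SS_13671_08629 had 0.57 ± 0.07, 1.05 ± 0.14 and 0.91 ± 0.04. Only the fall at 1 DAA met the rule of size. With AVG the first probe had -0.87 and the second -0.08 at 1 DAA.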

Cytosolic ABA receptor orthologues (*PYL9*, PYRABACTIN RESISTANCE 1-LIKE 9, CA155779.1 and CA096711.1), known to interact with negative regulators of ABA signalling^69^, were differentially regulated upon ethephon treatment (Table S2). When ABA binds to the receptor complex, the phosphatase activity of protein phosphatase 2C (PP2C) is inhibited, resulting in the activation of ABA response^69^. 

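The CHLH probes GS1_SS_25290_14289, GS1_SS_07606_16073 and GS1_SS_00743_08174 had log2 ratios of -0.92 ± 0.19, -1.21 ± 0.14 and -1.09 ± 0.05 with ethephon in the leaf at 1 DAA (SD of 2 technical arrays), and between -0.33 and 0.35 at 5 DAA. In the upper internode the first had -1.56 ± 0.29 at 1 DAA, 0.45 ± 0.16 at 5 DAA over mock of 1 DAA and 1.01 ± 0.01 over mock of 5 DAA. The second was at least 1.34-fold lower at 1 DAA, with the ethephon pool not well above background, and had 0.76 ± 0.72 and 1.10 ± 0.04 at 5 DAA. The third was below background in both pools of each ethephon comparison in that tissue.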

*CHLH* (MAGNESIUM-CHELATASE SUBUNIT H, CA067637.1, CA103112.1, CA209026.1) is another potential modulator or transducer of ABA signalling^69^, upregulated in our data (Table S2).

Ethylene and ABA interplay modulates the carbon status and, consequently, interferes with photosynthesis and plant growth processes^29^. Besides, those hormones function as ripening factors at the onset of ripening in climacteric and nonclimacteric fruit species, showing non-overlapping peaks, while ethylene biosynthetic genes is induced by ABA and *vice*-*versa*^65^,^70^,^71^. Although ABA accumulation in ethephon-treated upper internodes showed a high variation among biological replicates (16–121 ng g^−1^, Fig. 6a), it is possible that both hormones, ethylene and ABA, function as ripening factors in sugarcane, as well. The ethylene-induced response may stimulate the biosynthesis of ABA, modulating the sucrose accumulation within internodes.

## Concluding Remarks

In this study, we provided the first combined ethylene-driven transcriptome and hormone profiling analyses in sugarcane plants at the maturation stage, increasing our general understanding of the ripening process. We showed evidence that a burst in SA level in leaves might have favoured the SA-dependent defence response with the induction of *NPR1*. Markers of SA-mediated suppression of ethylene/JA pathway (e.g., *PDF, VSP2*, and *CESA3*) were downregulated, which may explain the weak ethylene response in leaves and the lack of differences between ethephon and AVG on ethylene-related genes. On the contrary, upper internodes were prone to respond to ethylene: strong induction of biosynthetic and receptor genes indicates a fine-tune of ethylene response, while downstream components (*ERFs*) activate the hormone response. The influence of ethylene on IAA and GA deactivation through induction of *GH3, GA2OX1*, and *GAI* might affect internode elongation, while sucrose accumulation could be modulated by ethylene and ABA, as ripening factors. Moreover, the novel ethylene biomarkers (i.e., *ACO5, ETR2, EIN4, SCERF2, ARF6, CHS* a putative *AUX/IAA, GH3*-*1, GH3*-*2, SWEET4, KAO2*, and *GA2OX1*) identified here can be used to monitor ethylene response in sugarcane in future studies. We devised a hormonal crosstalk model based on our major findings that can provide new directions for novel investigations (Fig. 10).

## Methods

### Plant growth conditions

The experiment was carried out in a greenhouse (open-sided and plastic roofed with a 4 m-height arch structure) at the Santa Elisa Farm, Agronomic Institute of Campinas (IAC), Campinas, Brazil (22°52′6″S, 47°4′32″W) (Fig. S5a). Uniform sugarcane plantlets, sprouted from one-bud cuttings in trays containing commercial substrate, were transplanted in concrete tanks with 1.54 m^3^ of soil (Fig. S5b). The fertilization was based on a soil chemical analysis, following the recommendation of van Raij & Cantarella^72^. Each tank, containing 15 individual plants, represented an experimental unit (Fig. S5c). The whole experiment had six tanks, two per treatment. During plant development, the primary culm was kept, while tillers were periodically removed. The meteorological data inside the greenhouse were recorded with CR800 datalogger (Campbell Scientific, Logan, U.S.A.), where the average air temperature ranged from 16 °C to 29 °C and air relative humidity was about 70%.

### Chemical treatments and plant sampling

The treatments included two growth regulators applied separately: 2-chloroethylphosphonic acid (ethephon), an ethylene releasing compound (Ethrel 240, Bayer CropScience, Charleston, U.S.A.; 519 *μ*M of active ingredient); and aminoethoxyvinylglycine (AVG), an ethylene biosynthesis inhibitor (Retain, Valent BioScience, Libertyville, U.S.A.; 46 *μ*M a.i.). A mock treatment was included, containing only the surfactant (Haiten, Arysta Lifescience, Salto de Pirapora, Brazil; one mL L^−1^ of spray mixture) added to distilled water, as used in the other treatments. The AVG dosage was determined in previous pilot trials using sugarcane cultivars RB966928 and RB867515, in which higher doses than the used here caused leaf chlorosis (data not published). Sugarcane plants that are rapidly storing sucrose at the maturation stage registered a maturation index (ratio between the °Brix at the top and the bottom part of the culm) higher than 0.60, while harvest occurs between 0.85 and 1.00. In this study, chemicals were sprayed when plants were 10-month-old with a maturation index of 0.4, indicating that application occurred prior to ripening. The chemicals were applied with a spray boom with three hollow cone nozzles (TP8002VK, maximum nominal pressure of 20 bar, TeeJet, Springfield, U.S.A.), coupled with an electrical backpack sprayer (model 16 L Jett, Sanmaq, Bragança Paulista, Brazil) at the maximum flow rate (0.8 L min^−1^) and with a total volume of 16 L (Fig. S5d,e). Prior to the application, a plastic curtain divided the area of each treatment to minimize drift. The first leaf with visible dewlap (leaf +1) or the following downward leaf (leaf +2), and the pith (mainly storage parenchyma cells) of the intermediate internode of the upper third (from +2 to +4) and middle third (from +7 to +9) of the culm (here referred as upper internode and middle internode, respectively) of three individual plants per tank were sampled at one, five and 32 days after chemical application (DAA), always at the midday. A total of three individual plants per tank (six per treatment) per time point was harvested; the tissues of interest were separated, immediately frozen in liquid nitrogen, and maintained at −80 °C for further molecular and biochemical analyses. The plants sampled from tanks with the same treatment were harvested and processed in parallel.

### Total RNA extraction and cDNA synthesis

The frozen samples were ground using a pre-cooled mortar and pestle for leaves and an electrical homogenizer for internodes. Total RNA extraction from leaves and internodes was performed using the protocol described by Logemann^73^. The RNA samples were treated with DNase in solution and purified on-column using the RNase-Free DNase Set (Qiagen, Hilden, Germany), according to the manufacturer’s instruction. The integrity of the RNA extracted was assessed by formaldehyde agarose gel (1.2%) electrophoresis and quantified by Nanodrop 2000 (Thermo Scientific, Life Technologies, Waltham, U.S.A.). Absence of contaminant DNA in RNA samples was checked by running a PCR for a promoter sequence. The RNA from three individual plants harvested from one tank were equimolar pooled and used in the microarray as two technical replicates. The remaining plants, from the other tank, were used separately to data validation using quantitative real-time PCR (qPCR). First-strand cDNAs were synthesized from 0.5 *μ*g of purified total RNA in a 20 *μ*L-final volume reaction using QuantiTect Reverse Transcription kit (Qiagen, Hilden, Germany), according to the manufacturer’s instruction. The samples were diluted 1:30 and aliquots were separated to avoid multiple thaws and maintained at −20 °C.

### Microarray procedures

#### Oligoarray hybridization and image acquisition

The customized 4 × 44 K oligoarray (Agilent Technologies, Santa Clara, U.S.A.) for sugarcane (CaneRegNet) contains 21,901 unique probes in duplicates, representing 14,522 SAS released by the Sugarcane EST Project (SUCEST)^74^ and designed as described by Lembke *et al*.^75^. All the steps (from sample preparation to hybridization) followed the Two-Color Microarray-Based Gene Expression Analysis protocol. Spike-in RNA that hybridize to control probes in the array was added to monitor the workflow (Two-Color RNA Spike-In Kit, Agilent Technologies, Santa Clara, U.S.A.). Amplification and labelling (cyanine 5-CTP and cyanine 3-CTP dyes) of 2 *μ*g of total RNA to generate cRNA were performed using Quick Amp Labelling kit, two-color (Agilent Technologies, Santa Clara, U.S.A.). Then, cRNA was purified by RNeasy Mini kit (Qiagen, Hilden, Germany) and quantified in NanoDrop ND-1000 UV-VIS spectrophotometer (Thermo Scientific, Life Technologies, Waltham, U.S.A.). Fluorescently-labelled cRNA was hybridized to arrays using the Gene Expression Hybridization kit and the Gene Expression Wash Buffer kit (Agilent Technologies, Santa Clara, U.S.A.). The arrays were scanned by GenePix 4000B scanner (Molecular Devices, Sunnyvale, U.S.A.) using Agilent (C or B) Scanner Settings. Microarray data files are deposited at the Gene Expression Omnibus (GEO) public database, series record GSE85489.

#### Normalization and data analysis

Scan data were extracted for gene expression measurements using Feature Extraction software version 9.5.3.1 (Agilent Technologies, Santa Clara, U.S.A.) and the protocol GE2-v5_95_Feb07. After a background signal correction, the data were normalized by a linear method followed by the LOWESS method^76^ to correct intensity-dependent dye biases. Outlier genes were identified by a modified HTself method^23^ with 90% confidence for reference dataset, using the following parameters to define significant differentially expressed (DE) genes in each experimental condition: minimum of 70% of all spots showing a similar pattern and positively flagged in the two technical replicates. Finally, the log_2_ ratio was calculated.

### qPCR analysis

Microarray expression validation was performed by qPCR assay, using a polyubiquitin gene as reference designed by Papini-Terzi *et al*.^77^. Target-specific primers were designed from SAS sequences using Beacon Designer Lite software version 8 (Premier Biosoft International, Palo Alto, U.S.A.), showing acceptable efficiencies by LinRegPCR version 2015.3^78^ and specificity confirmed by melting curves. The list of primers used in this study is available at Table S5. qPCR was performed using the 7500 Real-time PCR equipment and 7500 System software (Applied Biosystems, Life Technologies, Waltham, U.S.A.). The reactions were carried out in a 15 *μ*L final-volume, containing SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies, Waltham, U.S.A.), 3.5 *μ*L of cDNA (diluted 1:30) and a final concentration of 300 mM of each primer. Negative controls (water) were added to confirm the absence of any contaminant. The cycling conditions followed the default program using a melting temperature of 60 °C for all primers. Each gene was evaluated in three biological replicates and two technical replicates. The baseline and quantification cycle (C_*q*_) were determined using the Sequence Detection Software version 1.3 (Applied Biosystems, Life Technologies, Waltham, U.S.A.). The relative gene expression was calculated using the comparative C(T) method^79^, followed by a log_2_ normalization.

### Identification of orthologues/homologues in model species

The orthologues from sorghum (*Sorghum bicolor*) or rice (*Oryza sativa*) for each SAS were assigned using the data released by Vicentini *et al*.^24^. The FASTA sequences from sorghum and rice were retrieved and mapped to the *Arabidopsis thaliana* genome (TAIR 10) using Mercator^25^. GOMapMan was used to classify those SAS, showing homology to Arabidopsis, in plant-specific categories. The orthology with Arabidopsis was confirmed using the Ensembl Plants database (release 30, December 2015) only for the SAS discussed in this study. It is worth mentioning that the Arabidopsis alias were used to identify DE transcripts in our study, as no systematic nomenclature is available for sugarcane.

### Functional enrichment and HORMONOMETER analyses

We conducted a GO term enrichment analysis with AGI using agriGO^26^. The list of GO terms was summarized by REVIGO^27^. Additionally, the GeneMerge software^28^, implemented in the SUCEST-FUN database (sucest-fun.org) and manually curated as described by Lembke *et al*.^75^, allowed the identification of overrepresented categories related to GO biological processes, KEGG pathways, and transcription factors. The hormone-related gene set was retrieved using the Arabidopsis Hormone Database 2.0^32^, GOMapMan bincodes (e.g. hormone metabolism), and the data released by Nemhauser *et al*.^30^ and Chang *et al*.^31^. HORMONOMETER software^33^ was used to compare our data with an indexed set of transcripts identified in multi hormonal studies performed with seven-day-old Arabidopsis seedlings^34^.

### Sugar quantification

Freshly harvested tissues (leaf +2 and the pith of upper and middle internodes) were dried to a constant weight at 60 °C in a drying oven. The extract for total soluble sugars and sucrose quantification was prepared as described by Bieleski & Turner^80^ and van Handel^81^, respectively. The quantification method followed Dubois *et al*.^82^, using glucose and sucrose as standards. The content of reducing sugars was calculated subtracting the sucrose from the total soluble sugars. The sugar measurements were corrected by dry weight (biomass) and expressed as mg sugar g^−1^ dry weight (DW).

### Activity of enzymes involved in sucrose metabolism

The activity of sucrose-phosphate synthase (SPS, EC 2.4.1.14), sucrose synthase (SuSy, EC 2.4.1.13), soluble acid invertase (SAI, EC 2.4.1.25), and neutral invertase (NI, EC 2.4.1.26) were evaluated. The extracts were prepared as described by Grof *et al*.^83^, using 500 mg of freshly ground tissues. The purified extract was used in the enzymatic assays according to Zhu *et al*.^84^, with modifications. The SPS and SuSy assays were performed using 1:1 (v/v) of the desalted extract and the reaction buffer. The SPS reaction buffer was prepared using 200 mM Tris-HCl (pH 7.5), 10 mM MgCl_2_, 2 mM EDTA, 25 mM fructose and 50 mM uridine diphosphate glucose (UDPG). The SuSy reaction buffer was prepared as described for SPS, with the exception of fructose that was replaced by 8 mM fructose-6-phosphate and 40 mM glucose-6-phosphate. The mixture was incubated at 37 °C (SPS) or 30 °C (SuSy). The reaction was stopped after 30 min by adding 100 *μ*L of 30% (v/w) KOH and boiling the mixture for 3 min. The sucrose produced by those reactions was measured as described previously. The SAI and NI assays were performed using 1:1:2 (v/v/v) of the desalted extract, 1 M citrate buffer (pH 4.5 for SAI and pH 7.5 for NI), and 0.24 M sucrose. The mixture was incubated at 37 °C for 30 min. The reaction was stopped by adding 0.2 *μ*L of 3 M Tris base and boiling the solution for 3 min. The hexose content was determined by the Somogyi-Nelson method^85^.

### Superoxide dismutase activity

Superoxide dismutase (SOD, EC 1.15.1.1) activity assay was performed as described by Giannopolitis & Ries^86^. The extract was prepared with 100 mg of pulverized leaf tissue, 2% (v/w) PVPP, and 2 mL 0.1 M potassium phosphate buffer (pH 6.8), containing 0.1 mM EDTA and 1 mM phenylmethylsulfonyl fluoride. After centrifugation (15,000 *g*, 15 min, 4 °C), 300 *μ*L of the supernatant was used in the reaction, containing 46 mM sodium phosphate buffer (pH 7.8), 12 mM methionine, 0.1 mM EDTA, 2 *μ*M riboflavin, 0.1 mM nitrotetrazolium blue chloride (NBT), in a final volume of 3.27 *μ*L. Each reaction was performed in replicates: one set was maintained in the dark and the other was exposed to light (30 W) for 5 min. The absorbance at 560 nm was recorded. One SOD unit means the amount of the enzyme required to inhibit the photoreduction of 50% of NBT.

### Lipid peroxidation

Lipid peroxidation was estimated by malondialdehyde (MDA) content according to Cakmak & Horst^87^. The extract was prepared with 200 mg of pulverized leaf tissue and 1.5 mL 0.1% (w/v) trichloroacetic acid. After centrifugation (10,000 *g*, 15 min, 4 °C), 500 *μ*L of the supernatant was used in the reaction, containing 1.5 mL 0.5% (w/v) thiobarbituric acid. The reaction was incubated in a water bath (90 °C) with constant agitation for 20 min. The reaction was stopped on ice followed by centrifugation (10,000 *g*, 10 min, 4 °C). The reaction was maintained for 30 min at room temperature before recording the absorbances at 532 and 600 nm. The MDA content estimation considered a MDA absorbance coefficient of 155 mM^−1^ cm^−1^.

### Hormone profiling

The tissues from leaves and upper and middle internodes of four individual plants were lyophilized and weighed out with approximately 70 mg. The hormone profiling was analyzed at the Proteomics & Mass Spectrometry Facility (Donald Danforth Plant Science Center, St. Louis, USA). The quantification was conducted in a LC-MS/MS system, composed by a Shimadzu LC interfaced with an AB Sciex 4000 QTRAP mass spectrometer equipped with a TurboIonSpray (TIS) electrospray ion source. The 4000 QTRAP mass spectrometer was tuned and calibrated according to the manufacturer’s instruction. Hormones were detected using MRM transitions, previously optimized using a series of standard samples containing different concentrations of hormones and deuterium-labelled standards. For LC separation, a monolithic C18 column (Onyx, 4.6 mm × 100 mm, Phenomenex) with a guard cartridge was used, flowing at 1 mL min^−1^. The peak area was normalized in the same way as the standard samples and, then, quantified according to the standard curve. The data were normalized based on the internal standards (D2JA, D4SA, D6ABA, D5IAA, and D5 *trans*Z) to account for experimental variation, hormone extraction, and ionization efficiency.

### Bayesian network analysis

The Bayesian network analysis was performed using the BNFinder software^88^. The microarray data from all experimental conditions were used to define interactions in a 64 node network, including 60 hormone-related or marker genes, two growth regulators (ethephon and AVG), and two plant tissues (leaf and upper internode). It was assumed that gene expression is dependent on growth regulators and plant tissues, but not the opposite. The orientation of the regulatory interactions was also inferred (positive and negative). The Bayesian-Dirichlet equivalence scoring criterion was used to devise the network structure for the continuous (raw intensity measures) and discrete (growth regulators and tissues) variables. The network topology was visualized using Cytoscape version 3.4.0^89^.

### Statistical analysis

We performed a one-way ANOVA (chemical) or a two-way ANOVA (chemical *versus* tissue or chemical *versus* time point interaction) depending on the data. When the interaction was declared significant (p-value < 0.05), a least significant difference test (LSD, p-value < 0.05) was used to compare means. The analysis was conducted using the package Agricolae in R software. Other analyses were performed with R packages: corrplot (correlation) and d3heatmap (heatmaps and hierarchical clustering).

### Note

 Photographs were taken by C.P.C. and G.G.R. and drawings/graphs were produced by C.P.C. The person depicted in Fig. S4e is G.G.R., who granted the Nature Publishing Group, a division of Macmillan Publishers Ltd, the permission to publish the image under open access license in all formats (i.e. print and digital).

## Additional Information

**Accession codes:** GEO series record GSE85489.

**How to cite this article:** Cunha, C. P. *et al*. Ethylene-induced transcriptional and hormonal responses at the onset of sugarcane ripening. *Sci. Rep.* **7**, 43364; doi: 10.1038/srep43364 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
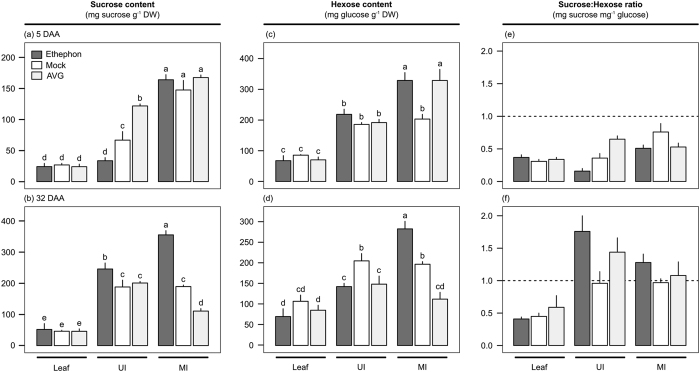
Sucrose (**a**,**b**) and hexose (reducing sugars, (**c**,**d**)) contents (mg sugar g^−1^ dry weight) and sucrose:hexose ratio (**e**,**f**) in leaf and upper (UI, immature) and middle (MI, maturing) internodes of sugarcane plants at five (**a**,**c**,**e**) and 32 (**b**,**d**,**f**) days after ethephon (dark gray), mock (white), or AVG (light gray) application (DAA). Each bar represents the average of four replicates (individual plants), including the standard error of the mean (SEM). The letters denote significant differences using two-way ANOVA (chemical *versus* tissue interaction, p-value < 0.05) followed by LSD test (p-value < 0.05).

**Figure 2:**
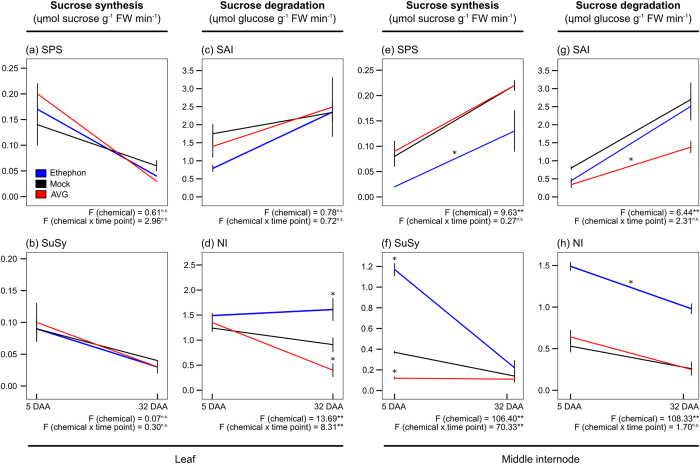
Activity of sucrose metabolizing enzymes in leaf (**a**–**d**) and middle internode (maturing, (**e**–**h**)) of sugarcane plants at five and 32 days after ethephon (blue), mock (black), or AVG (red) application (DAA). The enzymes were involved in sucrose synthesis (*μ*mol sucrose g^−1^ fresh weight min^−1^): sucrose-phosphate synthase (SPS) (**a**,**e**) and sucrose synthase (SuSy, evaluated only at the synthesis direction) (**b**,**f**); and sucrose degradation (*μ*mol glucose g^−1^ fresh weight min^−1^): soluble acid invertase (SAI) (**c**,**g**) and neutral invertase (NI) (**d**,**h**). Each point represents the average of four replicates (individual plants), including the standard error of the mean (SEM). The asterisks denote significant differences between means of growth regulators and mock treatment inferred by one- or two-way ANOVA (F values for chemical and chemical *versus* time point interaction were shown) followed by LSD test (p-value < 0.05 

 or 0.01*). ^*n*.*s*.^ means not statistically significant.

**Figure 3:**
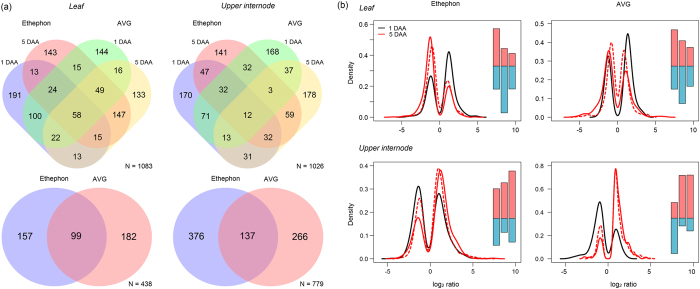
Overview of Sugarcane Assembled Sequences (SAS) identified as differentially expressed (DE) in sugarcane plants sprayed with ethephon and AVG after one and five days (DAA). (**a**) Venn diagrams for leaf and upper internode tissues using one-DAA (top) and five-DAA (bottom) mock samples as reference: N means the number of unique SAS in the diagram. (**b**) Density plots of log_2_ ratio values (the bimodal distribution reflects the selection of DE SAS based on the HTself algorithm), including a bar chart with the number of up (red) and downregulated (blue) genes in the following order (left to right): one (black line) and five (red line) DAA chemical treated-samples against one DAA mock sample (solid line), and five DAA chemical treated-samples against five DAA mock sample (dashed line).

**Figure 4:**
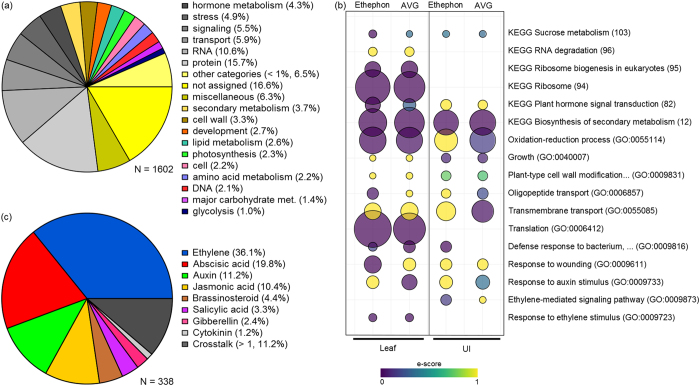
Functional enrichment analyses. (**a**) GOMapMan categories among Sugarcane Assembled Sequences (SAS) identified as differentially expressed (DE) with homology to Arabidopsis. (**b**) Selected statistically significant enriched GO (Gene Ontology) terms (biological process) and KEGG pathways identified in leaf and upper internode (UI) of plants sprayed with ethephon and AVG; the bubble size indicates the frequency of the GO term within the SAS set. (**c**) Proportion of hormone-related DE transcripts in each category.

**Figure 5:**
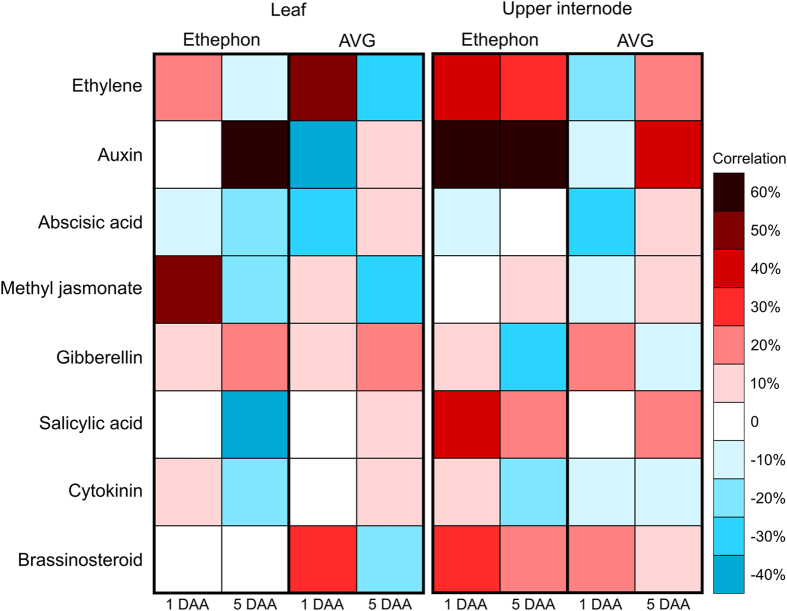
Average correlation values obtained when comparing hormone-related differentially expressed (DE) transcripts identified in sugarcane at one and five days after ethephon and AVG spraying (DAA) with Arabidopsis hormonal transcript indexes (*y* axis) performed in the HORMONOMETER tool^33^. The Arabidopsis hormonal treatments include: ethylene (ACC, ethylene precursor), auxin, abscisic acid, methyl jasmonate, brassinosteroid, cytokinin (zeatin) after 30, 60, and 180 min of exposure; salicylic acid after 180 min of exposure; and gibberellin (isoform 3) after 3, 6, and 9 h of exposure. The range of correlation is colour coded for positive (red), neutral (white) and negative (blue).

**Figure 6:**
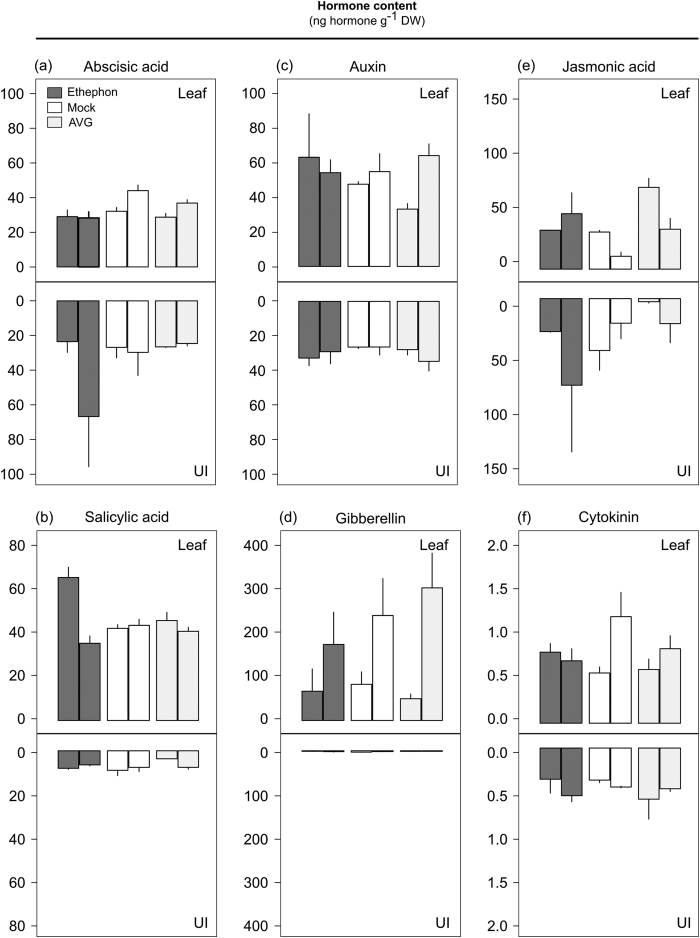
Hormone concentration (ng g^−1^ of dry weight) in leaves and upper internodes (UI) of sugarcane plants treated with ethephon, mock (water), and AVG at one and five days after chemical application (consecutive bars, respectively). (**a**) Abscisic acid (ABA). (**b**) Salicylic acid (SA). (**c**) Auxin (IAA). (**d**) Gibberellin isoform 4 (GA). (**e**) Jasmonic acid (JA). (**f**) Cytokinin, trans-zeatin (CK). Each bar represents the average of four replicates (individual plants), including the standard error of the mean (SEM).

**Figure 7:**
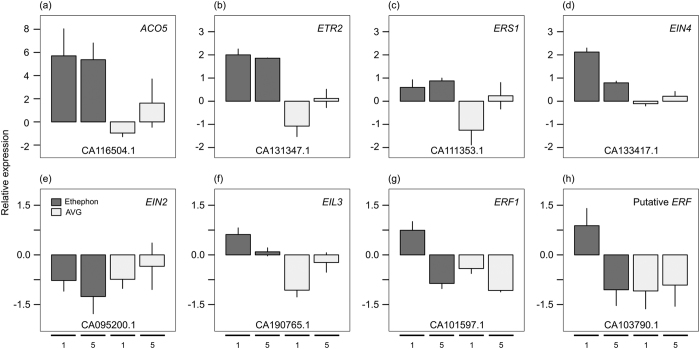
Relative expression of ethylene marker genes in the upper internode of sugarcane plants exposed to ethephon and AVG in relation to mock treatment at one and five days after chemical application (subsequent bars) evaluated by quantitative real-time PCR (qPCR) analysis, using a polyubiquitin gene as reference. Each bar represents the average of three replicates (individual plants), including the standard error of the mean (SEM). The alias was based on orthology to Arabidopsis. NCBI (National Center for Biotechnology Information) accessions are shown at the bottom of each graph.

**Figure 8:**
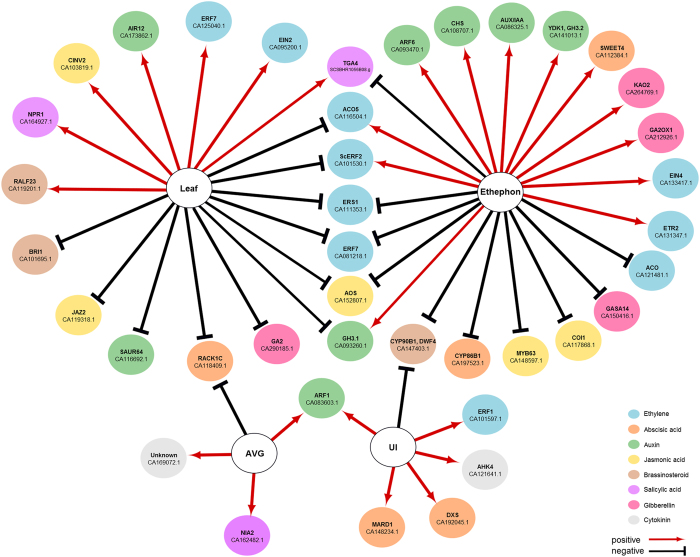
Bayesian network based on the relationship among 60 selected hormone-related genes found to be differentially expressed in the microarray analysis, chemical treatments (ethephon and AVG) and plant tissues (leaf and upper internode). NCBI accession is shown for each transcript, with the exception of *TGA4* identified by the Sugarcane Assembled Sequence (SUCEST). It was assumed that gene expression is dependent on the conditions (chemical and tissue), but not the opposite. The type of interactions indicates positive (red) or negative (black) correlation.

**Figure 9:**
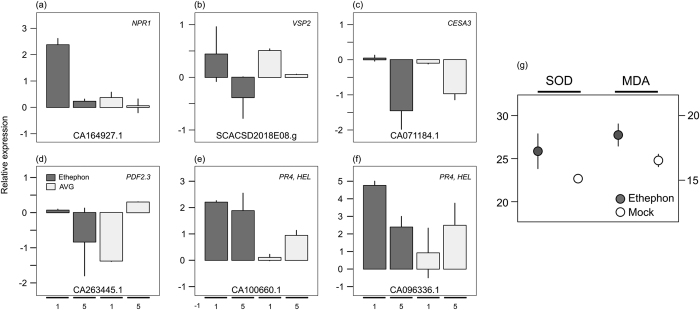
Defence or stress indicators. (**a**–**f**) Relative expression of salicylic acid-mediated suppression of ethylene/jasmonic acid response marker genes in leaves of sugarcane plants exposed to ethephon and AVG in relation to mock treatment at one and five days after chemical application (subsequent bars) evaluated by quantitative real-time PCR (qPCR) analysis, using a polyubiquitin gene as reference. Each bar represents the average of three replicates (individual plants), including the standard error of the mean (SEM). The alias was based on orthology to Arabidopsis. NCBI (National Center for Biotechnology Information) accessions are shown at the bottom of each graph. (**g**) Superoxide dismutase (SOD) activity (units mg^−1^ fresh weight min^−1^) and malondialdehyde (MDA) content (nmol g^−1^ fresh weight) in ethephon and mock-treated leaves evaluated in tissues harvested at five days after chemical spray. Each bar represents the average of six replicates (individual plants), including the SEM.

**Figure 10:**
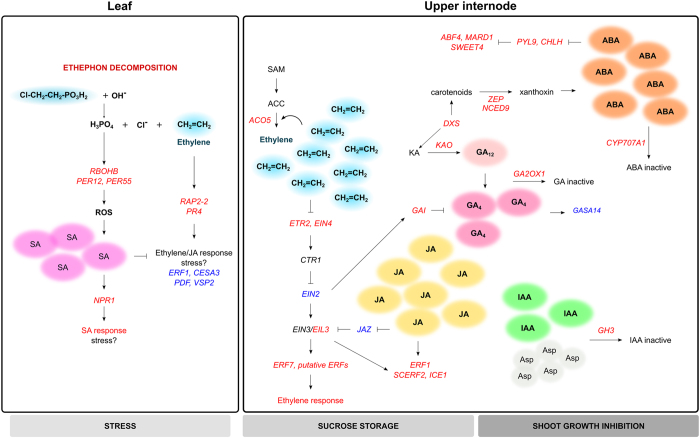
Model of potential crosstalk between ethylene and other hormones upon ethephon spraying in sugarcane plants at the onset of ripening. The ethephon decomposition releases ethylene and phosphoric acid, which may acidify leaf cells. This stress signal might induce NADPH oxidases and peroxidases that stimulate the production of reactive oxygen species (ROS) and, consequently, increase salicylic acid (SA) levels, leading to SA response stimulus over ethylene/jasmonic acid (JA). The ethylene in upper internodes promotes its autocatalytic biosynthesis and transcription of downstream ethylene signalling elements. JA may act synergistically with ethylene, amplifying its response in upper internodes. The synergism between ethylene and abscisic acid (ABA) is also proposed as ethylene seems to promote the expression of ABA biosynthetic genes. Ethylene and ABA may account for sucrose accumulation as ripening signals. The deactivation of gibberellin (GA) and auxin (IAA) through degradation or conjugation might also be induced by ethylene, restraining internode elongation. The genes (italic letters) shown here are placed hierarchically in their respective pathways. Upregulated genes are indicated in red and downregulated genes in blue. The relationship between components include induction (arrow heads) and repression (blocked arrows).

How the deposited data were processed for this re-analysis (not part of the article)

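Leaf and upper internode RNA of sugarcane sprayed with ethephon, AVG or mock was measured at 1 and 5 DAA in 12 pools of 3 plants each, on 24 two-colour Agilent arrays that make 12 comparisons of a treated pool with a mock pool. Each comparison has 2 dye-swapped technical arrays and 1 biological replicate.

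The authors deposited scanner files in which each spot has a background-corrected and dye-normalized intensity for both channels, made with Feature Extraction 9.5.3.1 by background subtraction, correction of spatial trends, and linear and LOWESS normalization. The same deposited files hold the log10 ratio of these intensities for each spot, computed by the authors' scanner software. The authors also deposited a series table of log2 ratios for the probes they called, and it was used as an alternative. The direction of each array was settled with Tables S1 and S3, since the labels name 1 dye for both channels. In 4 comparisons the series table has the values of the 2 technical arrays exchanged, which was taken into account.

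Values were read and computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Spots flagged as non-uniform or as population outliers were left out, log10 ratios were put on the log2 scale with treated over mock, duplicate spots were averaged per probe, and the 2 arrays were averaged with equal weight. A probe counted as well above background when at least 50% of its spots did, and a single gene below that level in 1 pool on both arrays is given with a bound in place of a fold. Bounds came from channel signals after the normexp correction of limma (offset 50), loess and quantile scaling between arrays, not from the log2 ratios. The dim pool was set no lower than the lowest signal of any probe well above background. The offset shrinks the ratios of dim spots, so a bound can lie far under the measured ratio.

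The rule of size asked for a log2 ratio of at least 1 in at least 70% of the spots, and for at least 3 spots. Its error was tested on simulated data, and, after the counts were seen, on the arrays with the common dye effect removed and the sign of 1 array turned around. Tests across pools used limma 3.58.1 in R 4.3.3 with statmod 1.5.0. The first fit had 1 log2 ratio per pool over the same-day mock for all 12 pools, with tissue and day as a block and 4 residual degrees of freedom (mean prior 2.95). It covered the 12362 sense probes with a value in every same-day comparison, and a Benjamini-Hochberg adjusted p under 0.05 was called. In this fit the 1 and 5 DAA pools of a tissue serve as replicates, so an effect that differs between days adds to the error. The second fit compared the 4 ethephon with the 4 AVG pools. The median signal over background limits the precision for dim probes and was 3.86 in the green channel and 1.50 in the red channel across arrays.

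Single genes are reported by a rule set before the data were examined. It takes every SAS that the paper names by accession with an array result, through the probe of Tables S1, S2 or S5, the 5 largest rises and 5 largest falls among sense probes changed in all 3 comparisons of a tissue and chemical, and the 5 sense probes with the smallest adjusted p for ethephon over AVG. Some of the SAS that meet this rule are not reported here. Of these 5, GH3-2 (GS1_SS_06726_11141) and KAO2 (GS1_SS_24783_20087) are given at their statements, and the others were GS1_SS_12223_10904, with a log2 difference of -0.85, and GS1_SS_20952_08108 and GS1_SS_04737_12358, for which no difference is given since they were not well above background in most comparisons, each with a limma adjusted p of 0.625.

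The alternatives, also set before the data were examined, were the normexp background correction (offset 50) with loess of limma, median centring without LOWESS, the series table, a filter asking for both channels above background, no such filter, keeping flagged spots, a log2 threshold of 0.58, an interval of technical noise (central 90% in 20 windows of intensity), the mean of 2 arrays without a rule on spots, each technical array alone, the replicate number, the slide or the scan day as a block, all 6 comparisons of a tissue solved together, an intensity trend with a robust prior, no block of tissue and day, and leaving out each block of tissue and day.

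Antisense probes were used only in the closing section. Sugar, enzyme, hormone and qPCR measurements, gene ontology and pathway enrichment, the HORMONOMETER comparison and the Bayesian network were left out, since their data are not array values or need sources not analysed here.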

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

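Among the tests below, those on the spike-in intercept, the array turned around, the median SD and the noise of antisense probes were chosen only after the results were seen.

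For each of 12 measures in both tissues, 24 groups of 6 comparisons in all, the comparison farthest from the others was looked at, and 3 stood apart. Chance sets about 1 in 20 groups apart, so about as many as 1 of these is what chance alone gives.

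The spike-in intercept of AVG at 5 DAA over mock of 5 DAA in the upper internode was -1.61 on the log2 scale, far from the other comparisons of that tissue (-0.14 to 0.55). A different RNA content of the pools argues for a like difference on the other arrays of the same pools, but those arrays give -0.18, and the loop of 5 DAA comparisons misses closing by 1.43 in the upper internode and by 0.01 in the leaf. The slide was tested through the other arrays on it, whose mean intercept was -0.14. The amount of spike-in added to these labelling reactions stays open and was not tested. No biological explanation was tested.

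The median SD of the 2 arrays was 0.177 for ethephon at 5 DAA over mock of 5 DAA in the leaf, above the other leaf comparisons (0.133 to 0.149). A dye effect common to the leaf arrays was removed as a test, and the value fell to 0.0829, still the highest (0.0683 to 0.0753 in the others). By its standard error, the first criterion, this value stands apart from the others. By the gap over the range, put in its place after that outcome was seen, it does not (0.517, under 0.625). The outcome rests on the criterion, so the common dye effect stays open. A dye effect particular to these arrays, or their labelling, was not tested. No biological explanation was tested, since both arrays carry the same pools.

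With the sign of 1 array turned around, the rule of size picks out probes whose ratios follow the dye and not the pool, which it rejects on the arrays as they are. In this form 94 sense probes passed for ethephon at 5 DAA over mock of 1 DAA in the upper internode, against 3 to 21 in the other comparisons of the tissue. When only probes well above background in both channels were kept, 6 passed, against 1 to 3 in the others, a gap of 0.6 of the range, under 0.625, so dim probes are a candidate explanation. With the dye effect common to all comparisons of the tissue removed, 15 passed against 0 or 1, and with that effect taken only from the other comparisons 30 passed against 1 to 6. Both argue against the common dye effect as the whole cause. No biological explanation was tested.

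In data that the paper set aside, 92 antisense probes passed the rule of size in at least 1 comparison, with 138 changes in all. With 1 array turned around, 108 changes passed, 78.3% as many, but this lets dye bias through that the rule rejects, so it decides nothing. With the dye effect common to the other comparisons removed as well, 18 passed, 13.0% as many and 10.3% of the 175 that pass in that form with no array turned, which argues against technical noise as the cause of most of them, though 4 of these were for AVG in the leaf at 5 DAA over mock of 5 DAA, where 3 pass with no array turned. Over the antisense changes, the sense probe of the same sequence moved in the same direction by 44.3% of the antisense change in the median. It moved by at least 0.58 the same way in 71 of the 138 changes and the other way in 4. Whether the antisense probes read the sense transcript cannot be told apart from the rest, since the share of 44.3% lies between the values that would have decided it. A regulated antisense transcript stays open for single probes and was not tested.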

How the results depend on the processing

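Every setting here was chosen before the data were examined. Counts of changed probes are given in the order ethephon then AVG, at 1 DAA, at 5 DAA over mock of 1 DAA and at 5 DAA over mock of 5 DAA. The cause of a change was not tested unless it is named.

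The normexp correction with loess, which shrinks the ratios of dim spots by its offset, lowered the counts to 182 and 307, 162 and 132, and 64 and 34 in the leaf and to 166 and 88, 162 and 86, and 168 and 89 in the upper internode. It gave 1 limma call for ethephon in the upper internode, 0 for ethephon in the leaf and 1 for AVG in the leaf, shares of 1 chemical only of 80.6% and 89.2% in the upper internode over mock of 1 and 5 DAA, and correlations between the mock references of 0.0715 (AVG in the leaf) and 0.784 (ethephon in the upper internode).

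A threshold of 0.58, which is lower by construction, gave 1476 and 2117, 1401 and 1180, and 517 and 449 in the leaf and 878 and 616, 1113 and 591, and 1079 and 879 in the upper internode, with shares of 50.5% and 76.9% in the leaf and 72.1% in the upper internode over mock of 1 DAA. The interval of technical noise, lower again, gave 3997 and 4710, 3693 and 3559, and 1599 and 1890 in the leaf and 2325 and 1994, 2021 and 1733, and 3410 and 3233 in the upper internode, with shares of 35.1% and 68.0% in the leaf and 65.6% and 74.4% in the upper internode.

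The mean of 2 arrays gave 241 and 178 in the leaf at 5 DAA over mock of 5 DAA, and 315 and 386 for AVG at 5 DAA in the upper internode. Both channels above background, which leaves fewer probes, gave 69 for AVG in the leaf and 145 for AVG in the upper internode over mock of 5 DAA, 0 limma calls for ethephon in the leaf and 1 for ethephon over AVG, and correlations of 0.202 and 0.0477 in the leaf and 0.783 for ethephon in the upper internode. No background filter gave 0 limma calls for ethephon in either tissue (1028 and 986 at an unadjusted p under 0.05), and correlations of 0.177 and 0.668 for ethephon in the leaf and upper internode. Median centring gave 0 limma calls for ethephon in the leaf (940 unadjusted) and correlations of 0.139 and 0.0704 in the leaf and 0.572 for ethephon in the upper internode. Keeping the spots marked by the scanner software gave 0 limma calls for ethephon in the leaf (896 unadjusted).

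In limma, all 6 comparisons together gave 5 calls for ethephon in the upper internode and 0 in the leaf (984 unadjusted). An intensity trend with a robust prior gave 6 and 3, with 2 for the tissue difference and 1 for ethephon over AVG. The scan day as a block gave 0 for ethephon in the leaf (994 unadjusted) and 1 for ethephon over AVG, and the slide as a block gave 1 for ethephon over AVG. Without a block of tissue and day, the 6 counts stayed within 1.5 times.

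The replicate block enters technical arrays singly, with the replicate number pairing the dye-swapped arrays, and gave 257 calls for ethephon and 6 for AVG in the upper internode, 136 and 575 in the leaf, 80 for the tissue difference and 12 for ethephon over AVG. Simulated unchanged pools gave 71 and 65, 69 and 88, and 63 calls for the first 5, so this fit makes calls where nothing changes. It treats the arrays of a pool as correlated, with 1 correlation for all probes (0.724 in the fit over 12 pools). The cause of these calls was not tested. By the rule of size, the block moved no count by more than 1.5 times.

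Without replicate 1 or 2, the counts ran from 224 to 266 and from 203 to 208 in the leaf at 5 DAA over mock of 5 DAA, and from 558 to 725 for ethephon in the upper internode at 5 DAA over mock of 1 DAA. Limma calls for ethephon ran from 0 to 4 in the upper internode and from 0 to 2 in the leaf. The shares ran from 65.3% to 66.6% in the leaf over mock of 1 DAA, and in the upper internode from 81.0% to 81.9% and from 84.3% to 87.7%. The correlations ran from 0.273 to 0.284 and from 0.213 to 0.249 in the leaf and from 0.581 to 0.619 for ethephon in the upper internode. Leave-one-out of a block of tissue and day gave 0 limma calls for ethephon in both tissues in each of 4 cases, with fewer pools to estimate the error.

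Over its alternatives, the adjusted p of ETR2 (GS1_SS_25589_17894) ran from 3.79e-06 to 0.371 and was under 0.05 in 11 of 17, that of GS1_SS_08432_01884 ran from 4.63e-06 to 0.169 (7 of 16), that of GS1_SS_01383_04765 from 0.0019 to 0.225 (8 of 15), and that of GS1_SS_09952_05212 from 0.000289 to 1 (5 of 16). Of 263 values of single genes that met the rule of size, none reversed. Values of that size could hardly reverse, and values that did not meet the rule were not tried, so their stability is unknown. The normexp correction moved 203, the slide block 40, median centring 33 of 259, all 6 comparisons together 26, the series table 3 of 236, and the spots marked by the scanner software 1. Technical arrays left out and the background filters leave single values within their SD by construction, which says nothing about stability. The series table holds only probes the authors called, so it was used for counts, shares and single genes and not in limma. The median signal over background, 1.50 in the red channel, limits the ratios of dim probes.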

Differences from the paper's values

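The settings below were chosen before the data were examined, while the way in which percents and folds were averaged was chosen after the values were seen, and no explanation is tested here.

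For leaves at 1 DAA, the paper gives 60% more upregulated than downregulated SAS, and the rule of size gives 97.6% over both chemicals. The value came within 1.5 times the paper's with the series table (84.0%), both channels above background (87.4%), no background filter (76.3%), the mean of 2 arrays (76.1%), without replicate 1 (80.1%), without replicate 2 (45.2%), the replicate block (84.7%) and the slide block (89.6%). It did not with normexp and loess (176%), median centring (96.3%), flagged spots kept (99.1%), a threshold of 0.58 (35.3%), the interval of technical noise (7.36%) or the scan day block (91.6%).

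The paper states a mean change of 19-fold for GH3-1 and GH3-2 in both tissues with ethephon, and the mean over the values called here is 7.56-fold. No setting came within 1.5 times the paper's value, and the values ran from 7.09-fold with normexp and loess to 9.43-fold with both channels above background. The mean of GH3-2 in the upper internode alone, computed after the values were seen, is 18.5-fold.

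In Fig. 3a the paper shows about 440 DE SAS in leaves over mock of 5 DAA, read by eye, and the rule of size gives 215. The count came within 1.5 times the paper's with the mean of 2 arrays (359), without replicate 1 (361) and without replicate 2 (390). With the other settings it was between 86 (normexp and loess) and 291 (no background filter), or higher at 785 (threshold of 0.58) and 2643 (interval of technical noise).

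Of 190 log2 ratios that the paper's tables list as changed for the genes it names, 136 met the rule of size here, each in the listed direction. Among the settings, a threshold of 0.58 called 186 and the interval of technical noise 187, the mean of 2 arrays 151, without replicate 2 143, and the slide block 138. The replicate block, the scan day block and flagged spots kept each called 137, no background filter 136, the series table 135, median centring 134, without replicate 1 123, both channels above background 117, and normexp with loess 87. None called a listed ratio in the other direction.

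For single genes, ERF1 (GS1_SS_02965_21769) is described as opposite between the chemicals in the upper internode, and its log2 ratios were positive with both in all 3 comparisons (1.19 and 0.25, 2.03 and 1.54, 0.52 and 0.42). The paper also measured ERF1 by qPCR in other plants and reports an opposite pattern with AVG at 1 DAA. Those measurements were not used here, so the array values do not bear on them. Of the 4 oxidative genes described as induced in ethephon leaves at 1 DAA, 3 rose and RBOHB (GS1_SS_05330_18052) had -0.56. The CHLH probes are described as upregulated, and over the 12 comparisons 1 ratio met the rule of size as a rise (1.10 for GS1_SS_07606_16073) and 4 as falls (-1.56 for GS1_SS_25290_14289, -1.21 and at least 1.34-fold lower for GS1_SS_07606_16073, and -1.09 for GS1_SS_00743_08174).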

Other observations

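Among the tests below, those on the upper internode changes over mock of 1 DAA and on a leaf mock pool apart from the others were chosen only after the results were seen, as were the simulations without technical error and with the spread of a pair, and the count of splits that part every block.

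Over the probes changed at 5 DAA over mock of 1 DAA in the leaf, the difference between the mock pools of 5 and 1 DAA, taken from the arrays of the other chemical, had a median of 89.2% of the change with ethephon and 101% with AVG. A difference between the mock pools, whether from development over 4 days or from the plants in the pools, is thus a candidate explanation for most of these changes, and development was not tested apart from the pools. In the upper internode the same median was 21.7% with ethephon and 22.8% with AVG, and the change over the mock pool of 5 DAA was 73.1% and 74.7% of it, which argues against the mock pools as the whole cause there.

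Ethephon and AVG ratios share a mock pool, so they correlate even when nothing changes. In the upper internode they correlated at 0.333 at 1 DAA and 0.287 at 5 DAA, near the simulated 0.344 (0.306 and 0.372 with the spread of the pair), so the mock pool in common may account for both. The simulated spread holds any effects of chemical and day, so a common response is not excluded. In the leaf at 1 DAA they correlated at 0.741 against a simulated 0.361, and a limit of 0.501 without technical error. A leaf mock pool of 1 DAA apart from the other pools would make the ratios of both chemicals correlate positively with the difference between the mock pools of 5 and 1 DAA, and the correlation was -0.427 for ethephon and -0.598 for AVG, which argues against it. A response of the leaf common to both chemicals at 1 DAA stays open as a hypothesis. In the leaf at 5 DAA the correlation was 0.481, against 0.361 simulated with the spread of the tissue, 0.210 with that of the pair and 0.501 without technical error, and a mock pool in common cannot be told apart from a common response, since the value lies between the simulated ones.

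More probes rose than fell with AVG in the upper internode at 5 DAA. Dim probes were tested by keeping probes well above background in both channels, and 88.7% of the changes over mock of 1 DAA and 76.6% of those over mock of 5 DAA still rose. LOWESS was tested by median centring, and 90.4% and 78.9% rose. Both argue against these as the cause. Without replicate 2, 87.1% and 72.7% rose. With a threshold of 0.58 80.4% and 67.8% rose. With the interval of technical noise 61.3% and 50.2% rose. Whether the centring of the ratios draws its split towards even was not tested, so this does not decide the cause. A response to AVG at 5 DAA stays open as a hypothesis, from 1 treated pool.

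For ethephon over AVG across tissues and days, 0 probes passed in limma (606 at an unadjusted p under 0.05). Of the 35 splits of the 8 treated pools into 4 and 4, 32 could be fitted and all 32 had as many calls as the real split, which decides nothing where that has none. Of the 8 splits that part every block of tissue and day, 2, the real one included, had as many at the unadjusted p, and 8 splits are too few for a share under 0.05, so chance is not excluded.

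Leaf and upper internode changes were also compared. With ethephon at 1 DAA, 48 probes changed in the same direction in both tissues and 10 in opposite directions, and at 5 DAA over mock of 5 DAA 18 and 16. With AVG these numbers were 4 and 24, and 12 and 7. The tissues share no pool, and no explanation was tested.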
